# Genome-edited *TaTFL1-5* mutation decreases tiller and spikelet numbers in common wheat

**DOI:** 10.3389/fpls.2023.1142779

**Published:** 2023-02-21

**Authors:** Jing Sun, Xiao Min Bie, Xiao Li Chu, Ning Wang, Xian Sheng Zhang, Xin-Qi Gao

**Keywords:** wheat, tillering, *TaTFL1*, auxin signaling, cytokinin signaling, CRISPR/Cas9

## Abstract

Tillering is a critical agronomic trait of wheat (*Triticum aestivum* L.) that determines the shoot architecture and affects grain yield. *TERMINAL FLOWER 1* (*TFL1*), encoding a phosphatidylethanolamine-binding protein, is implicated in the transition to flowering and shoot architecture in plant development. However, the roles of TFL1 homologs is little known in wheat development. CRISPR/Cas9-mediated targeted mutagenesis was used in this study to generate a set of wheat (Fielder) mutants with single, double or triple-null *tatfl1-5* alleles. The wheat *tatfl1-5* mutations decreased the tiller number per plant in the vegetative growth stage and the effective tiller number per plant and spikelet number per spike at maturity in the field. RNA-seq analysis showed that the expression of the auxin signaling–related and cytokinin signaling–related genes was significantly changed in the axillary buds of *tatfl1-5* mutant seedlings. The results suggested that wheat *TaTFL1-5s* were implicated in tiller regulation by auxin and cytokinin signaling.

## 1 Introduction

Spikes number, grains number, and grain weight are three factors for determining wheat (*Triticum aestivum* L.) grain yield (Wolde et al., 2019). Shoot architecture, defined by plant height, stem branching (tillering), phyllotaxy, and inflorescence branching, is a fundamental determinant of crop growth and yield by influencing spikes per unit of land area and grains per spike. In terms of plant development, the shoot architecture is regulated by the organization and activities of shoot apical, axillary, intercalary, and inflorescence meristems (Wang et al., 2018; Gao et al., 2019). Tillering and spikelet formation are the major determinants of spikes per unit area and grains per spike. Identifying more tillering- and spikelet formation–regulated genes is important for understanding the mechanism determining wheat yield. While several genes involved in the control of tillering have been identified, much remains to be learned about the molecular and hormonal mechanisms governing this trait. The wheat *tiller inhibition gene (tin)* encodes a cellulose synthase-like protein. The *tin* mutation inhibits wheat tillering by affecting carbon partitioning throughout the plant (Hyles et al., 2017). Additionally, wheat tae-miR156 is implicated in the regulation of tiller number by negatively regulating the expression of *SQUAMOSA-promoter binding protein-like (SPL)* genes (Liu et al., 2017; Gupta et al., 2022). Strigolactones controlling tillering in wheat have been identified. Strigolactone signaling repressor TaD53 can inhibit TaSPL activities to control tillering in wheat (Liu et al., 2017). The synthesis of strigolactones has been found to be involved in TaD27-B-regulaed tiller number in wheat (Zhao et al., 2020). PIN protein is associated with polar auxin transport (Adamowski and Friml, 2015). The wheat tiller number is significantly increased by downregulating the expression of *TaPIN1s* (Yao et al., 2021). Recently, *TIN5* encoding a homolog of a pentatricopeptide repeat protein was identified to be a new locus controlling tillering capacity in *T. urartu* (Si et al., 2022). Wheat PHYTOCHROME-INTERACTING FACTOR-LIKE (PIL) family transcription factor is involved in tillering. The overexpression of *TaPIL1* reduces the wheat tiller number (Zhang L. et al., 2022). Additionally, the overexpression of *TaCol-B5* encoding a CONSTANS-like protein in common wheat promotes tillering and increases spikelet number (Zhang X. et al., 2022).

FLOWERING LOCUS T (FT) and TERMINAL FLOWER 1 (TFL1), two homologs of the phosphatidylethanolamine-binding protein family, are implicated in flowering transition and inflorescence architecture in plant development. *TFL1* controls inflorescence meristem identity and retards shoot apical meristem transition to the reproductive phase (Kaneko-Suzuki et al., 2018; Zhu et al., 2020). Besides flowering induction, *TFL1* is also implicated in determining inflorescence architecture by promoting the indeterminacy of the inflorescence meristem (Bradley et al., 1997). In rice, the knock-down expression of *RICE CENTRORADIALISs (RCNs)*, rice homologs of *TFL1*, reduces panicle size and branches (Liu et al., 2013). A barley mutant in the *TFL1* homolog *HvCEN* decreases the number of spikelet and tiller (Bi et al., 2019). In contrast, the ectopic expression of *TFL1* homolog genes in rice and maize increases inflorescence branching and complexity (Nakagawa et al., 2002; Danilevskaya et al., 2010). Tomatoes with the dominant allele of SELF-PRUNING (SP, a TFL1 homolog) exhibit over growth with more inflorescences and fruits (Jiang et al., 2013). Thus, TFL1 homologs in crops are involved in shoot architecture. The common wheat genome encodes nine putative TFL1-like proteins (Dong et al., 2020). The overexpression of *TaTFL1-2D* (*TaPEBP20*) in wheat enhances the production of spikelet, indicating that *TaTFL1-2D* modifies inflorescence architecture (Wang et al., 2017). In this study, the expression patterns, localizations, and functions of *TaTFL1-5s* (*TaTFL1-5A*, TraesCS5A02G128600; *TaTFL1-5B*, TraesCS5B02G127600; and *TaTFL1-5D*, TraesCS5D02G136300) were analyzed for their characterization in common wheat development.

## 2 Materials and methods

### 2.1 Plant materials and growth conditions

The experimental materials is wheat cultivar Fielder (Liang et al., 2022) in this study, which is provided by Dr. Xingguo Ye (Institute of Crop Sciences, Chinese Academy of Agricultural Sciences, Beijing, China). The wild-type and mutant seeds were sowed in the Experimental Station of Shandong Agricultural University (China). Each experimental line was planted with 25-cm in-row spacing and 12.5-cm plant-to-plant spacing.

### 2.2 Quantitative real-time polymerase chain reaction analysis

Total RNAs were extracted from different wheat (Fielder) tissues using an Ultrapure RNA Kit (CoWin Biosciences, Beijing, China), which was used for the reverse transcription with a FastQuant RT kit (Tiangen, Beijing, China). qRT-PCR was performed using LightCycler (Roche Diagnostics, USA). 2×SuperReal PreMix Plus (with SYBR Green) (Tiangen, Beijing, China) was used as the premix and the diluted cDNA was used as the template. PCR was carried out as follows: pre-denaturation at 95°C for 900 s, followed by 45 cycles of 95°C for 10 s (denaturation), 58°C for 20 s (anneal), 72°C for 20 s (extension), and the final extension at 95°C for 10 s, 65°C for 60 s, and 97°C for 1 s. delta-Ct and melting curve were analyzed by using software LightCycler 96. The expression of *TaActin* or *TaTubulin* was used for RNA calibration. All the qRT-PCR experiments were repeated more than three times. The primers used for qRT-PCR are listed in **Supplementary Table S1**.

### 2.3 *In situ* hybridization

Fresh wheat materials in different stages were harvested and immediately fixed in FAA solution (10% formalin, 5% acetic acid, and 50% ethanol), embedded in paraffin, and finally sectioned at 8 μm. The full-length *TaTFL1-5s* were used as the template to synthesize the probes that were labeled with digoxigenin using a DIG RNA Labeling Kit (SP6/T7, Roche). Then, the probes were hydrolyzated for the next use. The reaction and the analysis of hybridized signals were performed as Zhao et al. (2020). After gradient dehydration and rehydration using xylene and ethanol, the samples were incubated with hybrid solution containing the probes at 42°C overnight. Anti-digoxigenin antibodies were used to detect the hybridization signals. The primers used are listed in **Supplementary Table S1**.

### 2.4 Subcellular localization analysis

To construct 35S::*TaTFL1-5*s-*GFP* for the subcellular localization analysis of TaTFL1-5s, the full-length CDS sequences of *TaTFL1-5*s were cloned into pMDC43 vector, which was placed in the frame upstream of *GFP* sequence. The construction was sequenced to make sure it was correct. The localization of TaTFL1-5s-GFP was analyzed in *Nicotiana benthamiana* (tobacco) leaves by transient expression, as described by Xiong et al. (2019). The epidermis of infected leaves was observed under a confocal laser scanning microscope (LSM880, Zeiss, Germany). GFP signal was visualized using an excitation wavelength of 488nm and emission wavelength of 505-520nm. The primers used are listed in **Supplementary Table S1**.

### 2.5 Vectors construction for CRISPR/Cas9 mediated editing and wheat transformation

The mutants of *TaTFL1-5s* were created using clustered regularly interspaced short palindromic repeats/CRISPR-associated protein 9 (CRISPR/Cas9) genome editing technology (Wang et al., 2015). E-CRISP (http://www.e-crisp.org/E-CRISP/) was used to design the two target sites. The primers *TaTFL1*-5s-F, *TaTFL1*-5s-F0, *TaTFL1*-5s-R, and *TaTFL1*-5s-R0 (**Table S1**) was used for PCR amplification and pCBC-MT1T2 was used as the template. The PCR fragment was purified and inserted into expression vector pBUE411-Cas9, as described by Li et al. (2022). The callus cultured from immature embryo of Fielder was used for transformation by *Agrobacterium tumefaciens*–mediated method (PureWheat), as described by Medvecká and Harwood (2015). The regenerated plants were used for further analysis. The primers used are listed in **Supplementary Table S1**.

### 2.6 Identification of the edited mutant lines

The genome of wheat leaves was extracted using CTAB buffer (1%(w/v)CTAB, 50mM Tris (pH 8.0), 10mM EDTA, 0.7M NaCl) (Saghai-Maroof et al., 1984). The genome-specific primer set *TaTFL1*-JD-5AF/*TaTFL1*-JD-5AR was used for the amplification of gRNA1 and gRNA2 of A subgenome; *TaTFL1*-JD-5BF/*TaTFL1*-JD-5BR was designed to amplify gRNA1 and gRNA2 of B subgenome; and *TaTFL1*-JD-5DF/*TaTFL1*-JD-5DR was designed to amplify gRNA1 and gRNA2 of D subgenome (**Table S1**). The PCR products were sequenced. The sequencing results were aligned with the reference sequences to screen *tatfl1-5* mutant plants.

### 2.7 Off-target analysis in the edited mutant lines

The potential off-target sites were selected to investigate the off-target effect predicted using WheatOmics (http://202.194.139.32/blast/blast.html) based on sequence similarity. Specific primes of the potential off-targets were used for PCR, and the products were sequenced to test the off-target. The primer sets are listed in **Supplementary Table S1**.

### 2.8 RNA sequencing and data analysis

The axillary buds of *tatfl1-5* mutant 3-week seedlings was used for the extraction of the total RNA using an OminiPlant RNA Kit (DNase I) (CoWin Biosciences, MA, USA) from. NEBNext Ultra RNA Library Prep Kit for Illumina (E7530) (New England Biolabs, MA, USA) was used to generate the sequencing libraries, and the Illumina sequencing platform was used for RNA libraries sequence by Qingdao Ouyi Biotechnology Co. Ltd (Qingdao, China). The RNA-seq were performed three biological replicates and the data was deposited in Gene Expression Omnibus datasets (accession number: GSE218387) at National Center for Biotechnology Information. The wheat reference genome and genes (http://plants.ensembl.org/Triticum_aestivum/Info/Index) was used for the mapping of the filtered clean reads. The gene expression level was normalized using the software DESeq2. The KEGG pathway (http://www.genome.jp/kegg/) and GO (http://geneontology.org/) of differentially expressed genes (DEGs) were analyzed.

### 2.9 Construction of phylogenetic tree

The TFL1 protein family identification and phylogenetic tree construction were performed according to the description by Sun et al. (2020). The *Arabidopsis* TFL1 was used for BLAST homology search. The reference genomic sequence were retrieved from the Ensemble Plants (http://plants.ensembl.org/). The phylogenetic tree was constructed using MEGA6.0 (Maximum likelihood) (https://www.megasoftware.net/).

## 3 Results

### 3.1 Expression patterns of *TaTFL1-5* genes and subcellular localization of TaTFL1-5s

A total of 3, 1, 9, 4, 6, 2, 2, 2 and 2 *TFL1-like* genes were identified in *Hordeum vulgare*, *Arabidopsis thaliana*, *Triticum aestivum*, *Oryza sativa*, *Zea mays*, *Solanum lycopersicum*, *Nicotiana attenuate*, *Gossypium raimondii* and *Medicago truncatula*, respectively. A rootless phylogenetic tree of TFL1 and its homologs was constructed (**Figure 1** and **Table S2**). The tree showed *TaTFL1-5*s have the closest phylogenetic relationship with barley *HvTFL1* (**Figure 1**). Then, we characterized the expression patterns of *TaTFL1-5s* in various tissues and organs (roots, stems, leaves, axillary buds, seeds, and shoot apex in different stages) of wheat by qRT-PCR analysis using *TaActin* expression as an internal control. The results revealed that *TaTFL1-5s* showed ubiquitous expression in wheat (**Figure 2A**). Additionally, *TaTFL1-5B* showed a higher expression level compared with *TaTFL1-5A* and *TaTFL1-5D* (**Figure 2A**); the highest expression level of *TaTFL1-5B* was found in the stem (**Figure 2A**). In contrast, *TaTFL1-5D* expression was hardly detectable in leaves and shoot apex in the double ridge and floret primordium stages, axillary buds, and seeds (**Figure 2A**). RNA *in situ* hybridization analysis revealed that *TaTFL1-5s* expressed in the inflorescence meristems in the single-ridge and double-ridge stages and spikelet primordium in young spikes. In addition, their expression was detected in axillary meristem (**Figure 2B**). To find the reason for the highest expression of *TaTFL1-5B* in wheat, we analyzed the *cis*-elements in the promoter sequences (2000 bp upstream of the start codon) of *TaTFL1-5s* genes. There are two cis-elements in the promoter region of *TaTFL1-5B*, Gap-box (CAAATGAA[A/G]A) and Box III (atCATTTTCACt), which do not present in those of *TaTFL1-5A* and *D.* Gap-box and Box III confer light responsiveness to gene (Weisshaar et al., 1991; Conley et al., 1994; Park et al., 1996), which might be important for the high expression of *TaTFL1-5B*.

**Figure 1:**
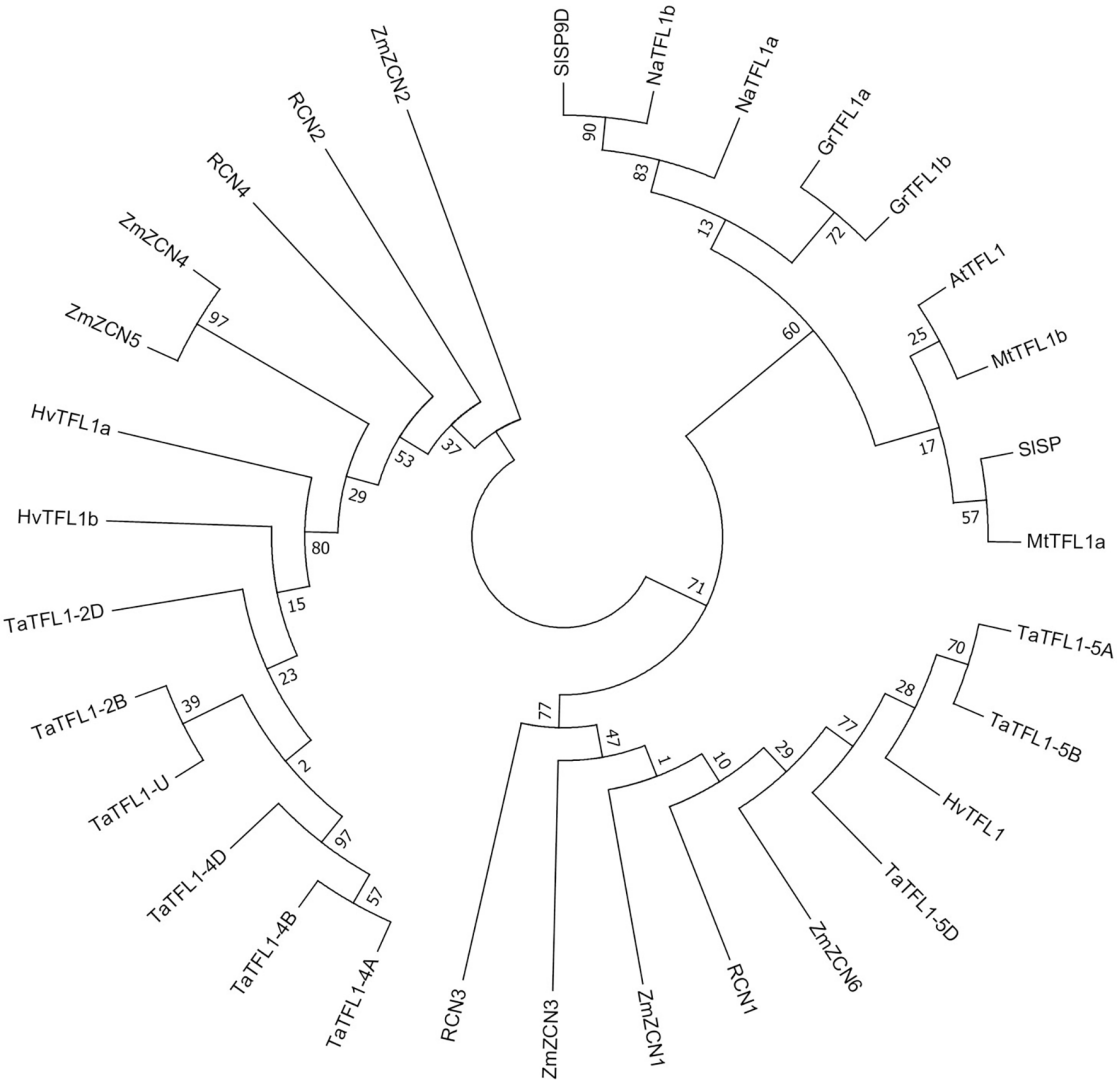
Phylogenetic analysis of TFL1 and its homologs in plant species. The rootless phylogenetic tree of TFL1 and its homologs from *Hordeum vulgare*, *Triticum aestivum*, *Oryza sativa*, *Zea mays*, *Solanum lycopersicum*, *Nicotiana attenuate*, *Gossypium raimondii* and *Medicago truncatula* was constructed by using MEGA 6.0 (**Table S2**).

**Figure 2:**
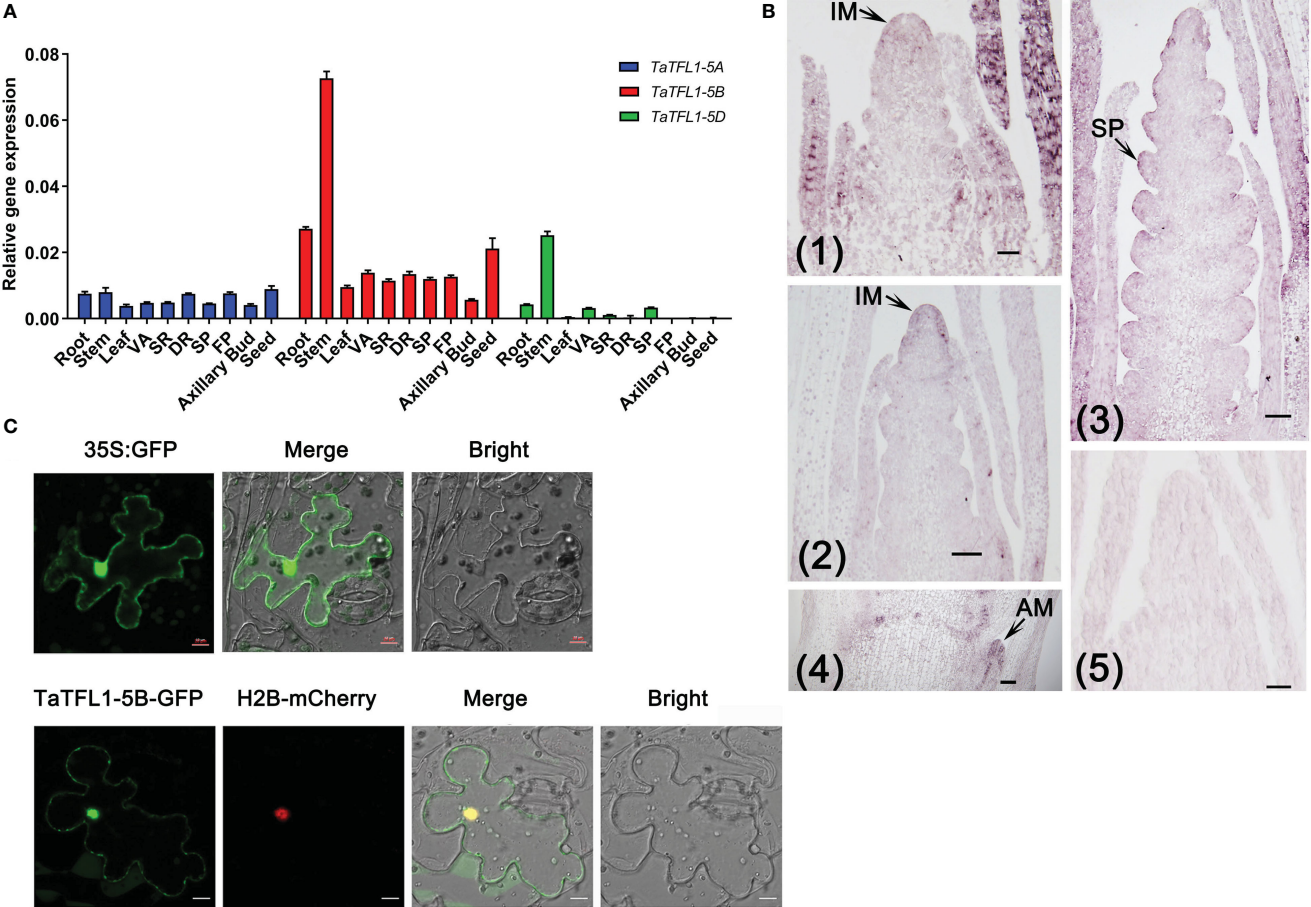
Expression patterns of *TaTFL1*-5s and the localization of TaTFL1-5B. **(A)** qRT-PCR analysis of the relative expression levels of *TaTFL1*-5s in different tissues of wheat development. DR, Shoot apex at the double ridge stage; FP, Shoot apex at the floret primordium stage; SP, Shoot apex at the spikelet primordium stage; SR, Shoot apex at the single ridge stage; VA, Vegetative apex; **(B)** RNA *in situ* hybridization analysis of the expression patterns of *TaTFL1*-5s at the early stage of spike development. (1) Longitudinal section of the shoot apex at the single ridge stage; (2) Longitudinal section of the shoot apex at the double ridge stage; (3) Longitudinal section of the young spike; (4) Longitudinal section of the young stem showing the axillary meristem; (5) Sense probe control. AM, axillary meristem; IM, Inflorescence meristem; SP: spike primordium. Bars, 100 µm. **(C)** Co-localization of TaTFL1-5B with H2B visualized using transient expression of 35S::*TaTFL1-5B-GFP* and 35S::*H2B-mCherry* in tobacco leaves. The co-localization signal was tested at 50 h after infection. The expression of 35S:*GFP* was used as the control. Bars, 10 µm.

The subcellular localization was determined using the transient expression of 35S::*TaTFL1-5A/B/D-GFP* vector in epidermal cells of tobacco and H2B-mCherry as a marker of nucleus. The expression of 35S:*GFP* was used as the control. The fluorescence signal of the TaTFL1-5A/B/C-GFP fusion protein was observed in both the nucleus and the cytoplasm, as shown in **Figure 2C** and **Figure S1**.

### 3.2 CRISPR/Cas9-mediated *tatfl1-5s* mutation in wheat

Two guide RNAs targeted to two shared sequences (Target 1 and Target 2 in **Figure 3A**) of *TaTFL1-5s* were designed for generating knockout lines using CRISPR/Cas9 genome editing technology (Wang et al., 2015) to dissect the roles of *TaTFL1-5s* in wheat development. The sgRNA was synthesized and cloned into an expression vector pBUE411-Cas9. Then, the *Agrobacterium tumefaciens*–mediated infection was used for the vector transformation in spring wheat variety Fielder (Medvecká and Harwood, 2015). The identified T1 mutant plants were selfed, and the resulting plants (T2) were used to identify the genotypes. Primers specifically amplifying *Cas9* were used to identify the transgene-free lines. Four transgene-free mutant lines of T2, including one *AAbbDD* line (T2-201), two *AAbbdd* lines (T2-202 and T2-203), and one *aabbdd* line (T2-16), were obtained by PCR analysis with primers specific to targeting site and sequencing (**Figure 3A**). In these mutants, the *a*, *b*, and *d* indicated the null mutations of *TaTFL1-5* in the three subgenomes, respectively. In the *AAbbDD* line (T2-201), 1-bp insertion at the targeting site 2 in the B subgenome was identified (**Figure 3A**). The *AAbbdd-1* line (T2-202) had 1-bp insertion and 20-bp deletion at the targeting site 2 in B and D subgenomes, respectively (**Figure 3A**). The *AAbbdd-2* line (T2-203) had 1-bp insertions at the targeting site 2 and site 1 in B and D subgenomes, respectively (**Figure 3A**). The *aabbdd* line (T2-16) had 106-bp deletion, 4-bp deletion, and a 1-bp insertion at the targeting site 2 in A, B, and D subgenomes, respectively (**Figure 3A**). The mutations in these lines led to pseudogenes with premature stop codons (**Figure 3B**). In the potential off-target regions, no mutations were found in these mutants (**Figure S2**). These mutant lines were selfed, and the resulting plants (T3) were identified using specific primers for amplifying and sequencing to confirm the genotype. The mutations observed in T2 could be stably transmitted to the subsequent generation (T3). Then, the T3 generation was used for subsequent examination.

**Figure 3:**
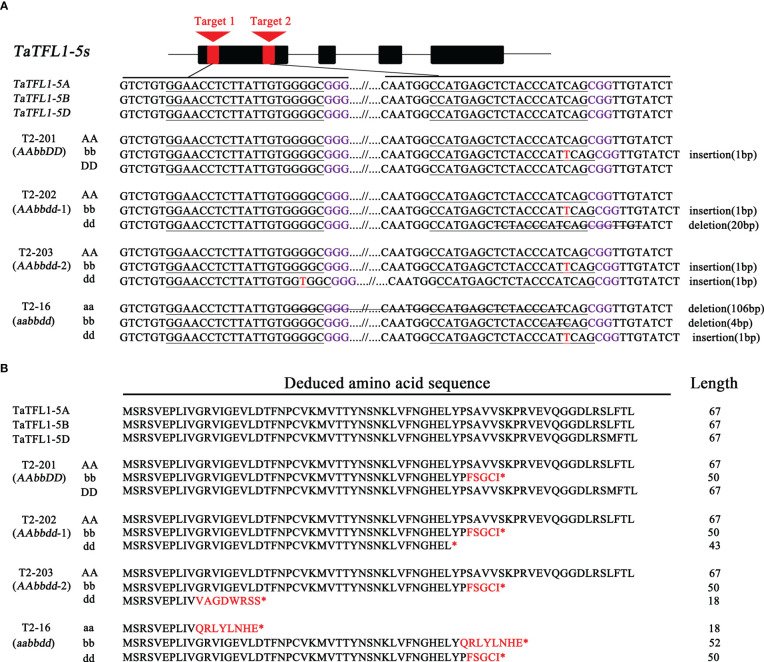
CRISPR/Cas9-mediated targeted mutagenesis of *TaTFL1-5s* gene in wheat. **(A)** Gene structure of *TaTFL1-5s* and genotypes of different mutant lines obtained by CRISPR/Cas9 strategy. The PAM motifs are highlighted in purple, and the target sequences are underlined. Insertions are highlighted in red, and the deletions are indicated with strikethrough. Line T2-201 contained a homozygous mutation around target 2 in B genome (an insertion of 1 bp). Line T2-202 had homozygous mutations around target 2 in B genome (an insertion of 1 bp) and in D genome (a deletion of 20 bp). Line T2-203 had homozygous mutations around target 2 in B genome (an insertion of 1 bp) and around target 1 in D genome (an insertion of 1 bp). In Line T2-16, the homozygous mutations are around target 1 and 2 in A genome (a deletion of 106 bp), around target 2 in B genome (a deletion of 4 bp) and around target 2 in D genome (an insertion of 1 bp). **(B)** The mutant amino acid sequence in different homozygous mutant lines compared to wild type (WT) Fielder. Substitutions of amino acid residues are shown by red-colored text; “*” indicates that translation is terminated.

### 3.3 *tatfl1-5* mutants showed decreased tillers and spikelets

The *tatfl1-5* wheat lines (*AAbbDD*, *AAbbdd-1*, *AAbbdd-2*, and *aabbdd*) were sowed in the field to study the vegetative and reproductive development phenotypes. Then, the plant architecture of wheat mutants was investigated in detail. In the vegetative growth stage, *tatfl1-5* mutant plants did not show any visible difference from the wild-type Fielder plants under field conditions. We found that the heading time of the *tatfl1-5* mutant was significantly earlier compared with the Fielder (**Figures 4A, B**). In the heading stage (75 days after sowing), all *tatfl1-5* mutant plants (10–14 tillers per plant) had decreased number of tillers compared with the Fielder (16.9 tillers per plant) (**Figures 4A, C**). The statistical analysis revealed that the tiller number per plant significantly decreased in the mutant lines compared with the Fielder (**Figure 4C**). At maturity, wild-type Fielder plants could create an average of 12.5 effective tillers per plant (**Figures 4D, E**). Compared with the wild type, the plants of *AAbbdd-2* and *aabbdd* mutant lines had fewer effective tillers, 9.8 and 10.1 tillers per plant, respectively (**Figures 4D, E**). Additionally, the average spikelet number per spike also significantly decreased in these mutant lines (17–17.5 spikelets per spike) compared with the Fielder (19.8 spikelets per spike) (**Figures 4F, G**).

**Figure 4:**
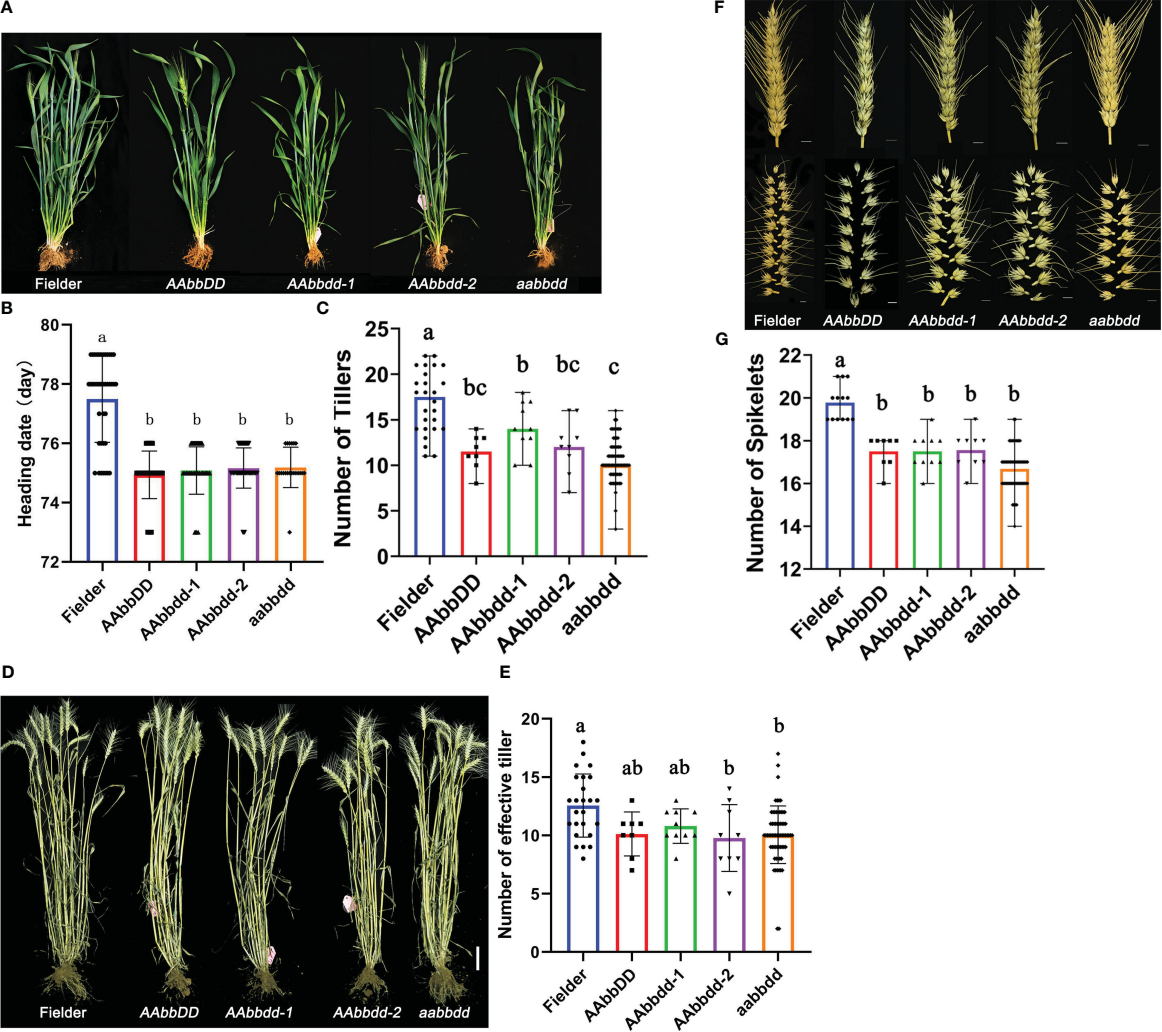
Phenotypes of wheat plants with *TaTFL1-5s* edition. **(A)** Appearance of plants of Fielder and the mutant lines at heading stage. Bar, 100 mm. **(B)** Statistics analysis of the heading data of Fielder and the mutant lines. Significant differences are denoted with distinct letters (Tukey’s *post hoc* test, *p* < 0.05). The error bars indicate the standard deviation of triplicate values. **(C)** Statistics analysis of tiller number of Fielder and the mutant lines at heading stage. Significant differences are denoted with distinct letters (Tukey’s *post hoc* test, *p* < 0.05). The error bars indicate the standard deviation of triplicate values. **(D)** Appearance of plants of Fielder and the mutant lines at maturity. Bar, 100 mm. **(E)** Statistics analysis of effective tiller number of Fielder and the mutant lines at maturity. Significant differences are denoted with distinct letters (Tukey’s *post hoc* test, *p* < 0.05). The error bars indicate the standard deviation of triplicate values. **(F)** Appearance of spike (up panel) and spikelet (down panel) of Fielder and the mutant lines at mature stage. Bars, 10 mm. **(G)** Statistics analysis of the spikelet number per spike of Fielder and the mutant lines. Significant differences are denoted with distinct letters (Tukey’s *post hoc* test, *p* < 0.05). The error bars indicate the standard deviation of triplicate values.

### 3.4 Transcripts regulated in the axillary bud initiation stage in *tatfl1-5* mutant

A comparative transcriptome analysis was performed through RNA sequencing (RNA-seq) to illuminate further the molecular basis for the tiller number difference between the wild-type Fielder and *tatfl1-5* mutant (*aabbdd*). 

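The deposited data held 6 RNA-seq libraries of axillary buds, the buds in the leaf axils from which tillers grow, with 3 replicates of the wild-type wheat Fielder and 3 of the tatfl1-5 mutant (aabbdd). The results text of the paper gives the mutant seedlings as 10 days old and its methods as 3 weeks old. The paper's methods name a NEBNext Ultra library kit, whereas the sample labels name a SMARTer one. The authors mapped the clean reads to the wheat genome and genes of Ensembl Plants and deposited the number of reads counted on each gene, without normalization, together with FPKM values made from these counts. The paper's text does not name the aligner or the counter. The counts totalled 13320461, 15178115 and 17174131 in Fielder replicates 1, 2 and 3, and 16768017, 16199306 and 15353267 in mutant replicates 1, 2 and 3. The count table listed 70043 genes by identifiers in which the characters after TraesCS name the chromosome. Of these, 52228 passed edgeR's filterByExpr filter on low counts and were tested. The counts were normalized by edgeR's TMM method, and expression is given as CPM, the counts scaled to the TMM-normalized library size. Mutant and Fielder were compared with edgeR's quasi-likelihood test over all 6 libraries. Following the paper's threshold, a gene was called when its adjusted p-value was under 0.05 and its absolute log2 fold change above 1. Common wheat carries similar copies of most genes on its A, B and D subgenomes, between which the counting could have split reads. A gene with at most 3 counts in every library of a group was treated as at the counting floor. Its fold change was computed against that floor and is given as a limit, which covers counting error only.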

The axillary buds of *tatfl1-5* mutant 10-day seedlings were collected for analysis and those of Fielder as the control. Six RNA libraries were sequenced with three biological replicates each for Fielder and *tatfl1-5* mutant. 

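The edited genes had low counts in these libraries. TaTFL1-5A (TraesCS5A02G128600) had 9, 14 and 21 counts in Fielder replicates 1, 2 and 3 and 1, 7 and 5 in mutant replicates 1, 2 and 3. Its expression went from 0.922 ± 0.285 to 0.28 ± 0.199 CPM (SD, n = 3 each), a log2 fold change of -1.71 with a standard error of 0.83 (adjusted p = 0.147 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TaTFL1-5B (TraesCS5B02G127600) had 46, 44 and 31 counts in Fielder and 20, 19 and 23 in the mutant. Its fitted level in the mutant was 0.499 times that in Fielder, with a standard error of 0.47 on the log2 scale (adjusted p = 0.131 in the same edgeR test). For both genes every mutant library lay below every Fielder library, which chance gives in one direction or the other for 10% of genes, and neither difference passed the threshold at this depth. TaTFL1-5D was not analysed here. Of the 9 wheat genes of Table S2, 7 were tested and 0 were called, with 2 at an unadjusted p-value under 0.05. These 2 were not the edited genes but TraesCS2B02G310700 and TraesCS4D02G305800. Both were higher in the mutant, with log2 fold changes of 0.62 and 1.06.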

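The similarity of the libraries was computed as the Pearson correlation of log2(FPKM + 1) across genes, which are not independent replicates. It ranged from 0.962 to 0.971 among the Fielder libraries and from 0.974 to 0.980 among the mutant libraries. The lowest correlation within a group, between Fielder replicates 1 and 3, was above the highest between the groups, 0.946 for Fielder replicate 3 and mutant replicate 1. The lowest correlation between the groups was 0.911. On log2(FPKM + 0.1), which moved the lowest correlation within a group most, it was 0.936 and the highest between the groups was 0.929.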

The clustering analysis and the principal component analysis revealed that the gene expression was reproducible among the biological replicates (**Figure S3**). per library produced about 40.57–48.77 million raw reads. After filtration, about 38.9–46.8 million clean data per library were obtained (**Table S3**). Then, DEGs were screened out using twofold change as a basis of *q*-value <0.05. 

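In the deposited counts, 4170 genes were called higher and 3002 lower in the mutant, 7172 in total among the 52228 tested. An adjusted p-value under 0.05, without a limit on the fold change, was reached by 13828 genes. With DESeq2, the software that the paper names, 4402 genes were called higher and 3168 lower, of which 4096 and 2945 were also called by edgeR. The alternative that moved these counts most was the edgeR test of whether a change exceeds 2-fold, which called 902 genes higher and 494 lower. Of the called genes with at least 10 counts in every library of the higher group and without overlap between the groups, the 5 with the largest fitted rise were TraesCS1A02G403300, TraesCS4B02G089500, TraesCS6D02G365700, TraesCS1A02G107000 and TraesCS7D02G147200. Each had 0 counts in every Fielder library, and they were at least 61.7, 51.5, 29.7, 25.7 and 18.5-fold higher in the mutant. The limit of TraesCS6D02G365700, which had 191, 17 and 70 counts in mutant replicates 1, 2 and 3, was 14.6-fold without mutant replicate 1. The 5 with the largest fitted fall were TraesCS7A02G317500, TraesCS7A02G326800, TraesCS7A02G325000, TraesCS7A02G320800 and TraesCS7A02G319000. Each had 0 counts in every mutant library, and they were at least 1769.6, 225, 139.9, 99.6 and 94.4-fold lower in the mutant. These 5 genes lie in one run of genes on chromosome 7A that had next to no counts in the mutant. TraesCS7A02G317500 had 3919, 5202 and 6819 counts in the Fielder libraries.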

Compared with the wild-type Fielder, 4,394 were upregulated and 3,160 were downregulated in the identified 7,554 DEGs in the *tatfl1-5* mutant (**Figure S4** and **Table S4**). To test the validity of sequencing data, the expression of eight selected-DEGs were analyzed by qRT-PCR. The results were consistent with those of RNA sequencing, which verified that the sequencing data is credible (**Figure S5**). 

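In the RNA-seq counts, 7 of the 8 genes of Figure S5 were called, 2 higher and 5 lower in the mutant. TraesCS2A02G100900 rose from 36.3 ± 6.84 to 103 ± 19.8 CPM (SD, n = 3 each), a log2 fold change of 1.51 with a standard error of 0.19 (adjusted p = 7.7e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of TraesCS2A02G163700 was 1.32 (standard error 0.19). The log2 fold changes of TraesCS1B02G113700, TraesCS2B02G434100, TraesCS3A02G422100 and TraesCS2A02G222500 were -1.82, -1.79, -1.82 and -1.49, with standard errors of 0.22, 0.21, 0.19 and 0.27. TraesCS3B02G594300 had 29, 65 and 121 counts in the Fielder libraries and 0, 1 and 0 in the mutant libraries, and was at least 23.2-fold lower. TraesCS5A02G316400 was not called. It had 16, 45 and 35 counts in Fielder and 2, 13 and 10 in the mutant, with a log2 fold change of -1.91 (standard error 0.71, adjusted p = 0.0599 in the same edgeR test), and DESeq2 called it. The libraries of the groups did not overlap for any of the 8 genes, where chance gives 10% of unselected genes. Adjusted over the list alone, 8 passed. Neither is independent evidence, because the study chose these genes as DEGs of the same libraries.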

GO enrichment analysis was also performed to gain more insights about DEGs. The genes associated with DNA replication, nucleosome assembly, protein folding, and chromatin organization were significantly enriched (**Figure 5A**). 

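The GO terms of the genes were taken from the part of Table S4 that was read, which holds 1078 of the paper's 7554 DEGs. Enrichment was therefore not tested, and the values give only the direction of genes that the authors had already selected. In the edgeR fit, the 7 genes annotated with DNA replication were all called higher in the mutant, with a median log2 fold change of 1.51. The 21 genes annotated with nucleosome assembly all had a log2 fold change above 0, between 1.01 and 3.64, and 20 of them were called. Of the 14 genes annotated with protein folding, 13 were called higher and 1 lower. Of the 7 genes annotated with chromatin organization, 6 were called higher and 1 lower.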

KEGG analysis is helpful for the understanding of the molecular interactions among the DEGs. **Figure 5B** presents the top 20 overrepresented pathways, in which the genes involved in DNA replication and photosynthesis-antenna proteins were enriched.

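In the same part of Table S4, 15 genes were placed in the KEGG pathway of DNA replication. All 15 were called higher in the mutant, with a median log2 fold change of 2.18 and a range from 1.13 to 3.72. Of the 7 genes placed in photosynthesis-antenna proteins, 6 had enough counts to be tested and all 6 were called higher. One of them, TraesCS1A02G403300, had 0 counts in every Fielder library and 238, 162 and 169 in the mutant libraries.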

**Figure 5:**
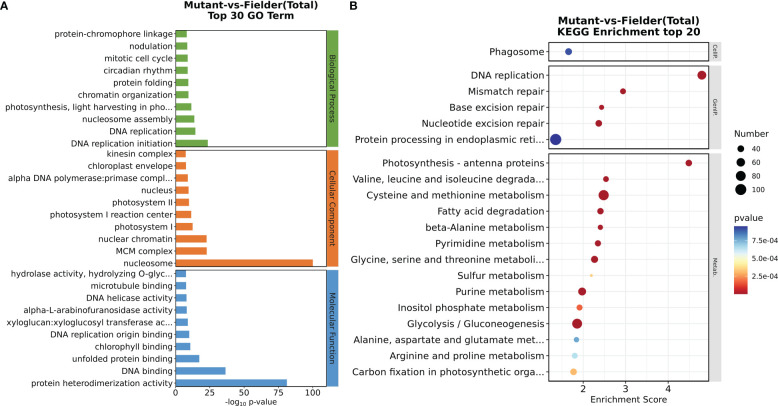
GO and KEGG analysis of the DEGs. **(A)** Classification of the DEGs by GO analysis performed on the website GENE ONTOLOGY (). The top 30 enriched terms are shown. **(B)** Scatter plots of KEGG pathway-enrichment statistics performed on the website Kyoto Encyclopedia of Genes and Genomes (). The top 20 enriched pathways are shown. The vertical axis represents the pathway categories. The size of the “number” represents the number of genes clustered in a singling pathway. The bigger the point size, the more genes in the pathway.

Additionally, the hormone signal processes were enriched in the DEGs. 

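In that part of Table S4, 8 genes were placed in plant hormone signal transduction, of which 7 were tested, with 5 called higher and 2 lower in the mutant. Of the 38 auxin genes of Figure 6B, 33 were tested and 32 called, 24 higher and 8 lower. The 11 cytokinin genes of Figure 6D were all tested and called, 8 higher and 3 lower. Adjusted over the list alone, 33 auxin and 11 cytokinin genes passed, which is not independent evidence because the study chose both lists as DEGs of the same libraries. The test of whether a change exceeds 2-fold moved these counts most, to 4 auxin and 3 cytokinin genes. The called auxin genes fell to 19 without Fielder replicate 2 and to 21 without mutant replicate 1, and the called cytokinin genes to 7 without mutant replicate 2.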

Auxin is implicated in inhibiting the outgrowth of axillary buds. The reduction of auxin at leaf axils is required for axillary meristem (AM) formation during vegetative development (Wang Q. et al., 2014). Auxin efflux is a prerequisite for the auxin depletion of leaf axil and AM initiation (Wang Q. et al., 2014). The polar localization of auxin transporters is required for auxin transport (Adamowski and Friml, 2015). The AUXIN1/LIKE-AUX1 (AUX1/LAX) family is the major auxin influx carrier, whereas the PIN-FORMED (PIN) family is used for auxin efflux. The downregulation of *TaPIN1s* increases the tiller number (Yao et al., 2021). This study showed that the expression of wheat *AUX1* and *PIN* was upregulated remarkably in the *tatfl1-5* (**Figures 6A, B**). 

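All 6 AUX1 genes and all 4 PIN genes of Figure 6B were called higher in the mutant. The log2 fold changes ranged from 1.06 to 1.67 for AUX1, with a median of 1.35, and from 1.11 to 1.67 for PIN, with a median of 1.26. Scaling by library size alone gave medians of 1.29 and 1.19 and changed no direction. The AUX1 gene TraesCS1A02G077800 rose from 3.79 ± 1.89 to 12.1 ± 4.12 CPM (SD, n = 3 each), with a standard error of 0.37 on the log2 scale (adjusted p = 0.00447 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The AUX1 gene TraesCS4B02G226500 rose from 7.26 ± 0.433 to 15.1 ± 0.688 CPM (SD, n = 3 each). The PIN gene TraesCS4A02G188100 rose from 5.36 ± 1.48 to 17.1 ± 3.66 CPM (SD, n = 3 each), with a standard error of 0.26 on the log2 scale (adjusted p = 3.8e-04 in the same edgeR test). The groups overlapped for the PIN gene TraesCS7A02G190600, with 154, 83 and 263 counts in Fielder and 461, 233 and 387 in the mutant. In total, 4 of the AUX1 genes and 2 of the PIN genes were called in every one of the 6 fits that left out one library.

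**Figure D1:**
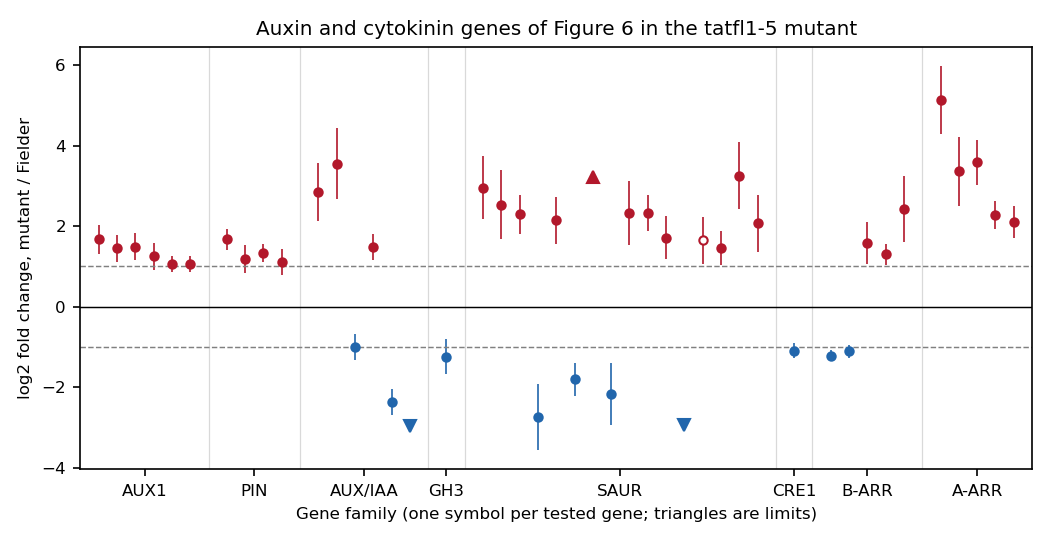
Log2 fold change between mutant and Fielder of the tested auxin and cytokinin genes of Figure 6, by gene family. Circles are fitted values with standard errors (n = 3 libraries per group), the open circle is a gene that was not called, triangles are limits for genes at the counting floor in one group, and dashed lines mark 1 and -1; AUX1, PIN and A-ARR genes lie above 0, and AUX/IAA, SAUR and B-ARR genes on both sides of it, with no change of direction when scaled by library size alone.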

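The AUX/IAA and SAUR genes of Figure 6B changed in both directions. Of the 8 AUX/IAA genes, 6 were tested and called, 3 higher and 3 lower in the mutant. Of these, 4 were called in every one of the 6 fits that left out one library. TraesCS3A02G121300, lower by a log2 fold change of -1.003, was called in 1 of these fits, with adjusted p-values up to 0.101 in edgeR. TraesCS5D02G449400 fell from 23.9 ± 3.85 to 4.61 ± 2.59 CPM (SD, n = 3 each), a log2 fold change of -2.37 with a standard error of 0.33 (adjusted p = 1.9e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TraesCS7A02G322000 had 35, 11 and 22 counts in Fielder and 0 in every mutant library, was at least 7.89-fold lower (5.20-fold without Fielder replicate 1) and lies in the run of 7A genes with next to no counts in the mutant. TraesCS3B02G127400 was higher by a log2 fold change of 1.48 (standard error 0.32, adjusted p = 0.00404 in the same edgeR test). The GH3 gene TraesCS3D02G317600 fell from 5.85 ± 1.96 to 2.47 ± 1.48 CPM (SD, n = 3 each), with an adjusted p of 0.0451 in edgeR, and was called in 2 of the 6 fits that left out one library. Of the 19 SAUR genes, 16 were tested and 15 called, 11 higher and 4 lower. The SAUR gene TraesCS7A02G077000 had an adjusted p of 0.0505 in edgeR and was not called. Of the called SAUR genes, 5 were called in every one of the 6 fits that left out one library.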

Our results revealed that many early auxin-responsive genes, such as *AUXIN/INDOLE ACETIC ACID* (*AUX/IAA*), *Gretchen Hagen 3* (*GH3*), and *SMALL AUXIN UP RNA* (*SAUR*) family genes (Hagen and Guilfoyle, 2002), showed significant changes in expression in the *tatfl1-5* mutant compared with those in the Fielder (**Figures 6A, B**). Auxin and cytokinin play antagonistic functions in regulating the outgrowth of AM. Cytokinin perception and signaling promote AM initiation (Wang Y. et al., 2014). *Arabidopsis* Cytokinin Response 1 (CRE1) is a cytokinin receptor, which perceives cytokinin and transmits the signal *via* a multistep phosphorelay (Inoue et al., 2001). *Arabidopsis* response regulator (ARR) proteins are the phosphorelay targets. Type-A ARRs are the negative regulators of cytokinin signaling, whereas Type-B ARRs play positive roles in cytokinin signaling that regulate the transcription of lots of genes, such as the type-A *ARR*s (To et al., 2007). 

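The CRE1 gene of Figure 6D, TraesCS4A02G264800, had 978, 1010 and 1070 counts in the Fielder libraries and 506, 372 and 579 in the mutant libraries. Its expression fell from 65.9 ± 4.40 to 30.9 ± 7.05 CPM (SD, n = 3 each), a log2 fold change of -1.09 with a standard error of 0.18 (adjusted p = 6.1e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 5 of the 6 fits that left out one library, and without mutant replicate 2 its log2 fold change was -0.94. With the trend of each library with gene length removed, an alternative chosen after seeing the data, its log2 fold change was -0.93, which is within the 2-fold limit.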

The present study showed that a wheat *CRE1* homolog gene was downregulated in the *tatfl1-5* mutant compared with that in the Fielder (**Figures 6C, D**). Additionally, the expression of lots of wheat ARR genes were significantly changed in the *tatfl1-5* mutant (**Figures 6C, D**).

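All 5 type-A ARR genes of Figure 6D were called higher in the mutant, with log2 fold changes from 2.10 to 5.14 and a median of 3.36. TraesCS2D02G552200 rose from 1.82 ± 0.898 to 8.97 ± 1.73 CPM (SD, n = 3 each), with an adjusted p of 4.4e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TraesCS2A02G551100, which had the highest of these values, had 0, 0 and 4 counts in Fielder and 42, 59 and 51 in the mutant. Without Fielder replicate 3 its Fielder counts were all 0, and it was at least 15.8-fold higher. TraesCS2B02G326800, whose value is the median, had 0, 3 and 8 counts in Fielder and 20, 29 and 64 in the mutant. It was not called without mutant replicate 3, with adjusted p-values up to 0.0932 in edgeR over the 6 fits that left out one library, whereas the other 4 were called in every one of these fits. The 5 type-B ARR genes were called in both directions. TraesCS6A02G146200 fell from 139 ± 12.5 to 60.0 ± 5.16 CPM (SD, n = 3 each), and TraesCS6B02G174400 fell from 102 ± 5.40 to 47.0 ± 8.17 CPM (SD, n = 3 each). TraesCS7A02G146700, TraesCS7B02G049000 and TraesCS7D02G148200 rose, with log2 fold changes of 1.59, 1.30 and 2.42, from 0.877 ± 0.364, 5.78 ± 1.19 and 0.324 ± 0.281 CPM in Fielder (SD, n = 3 each). Of these, TraesCS7A02G146700 was called in 1 and TraesCS7D02G148200 in none of the 6 fits that left out one library, in which their adjusted p-values reached 0.163 and 0.127 in edgeR.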

**Figure 6:**
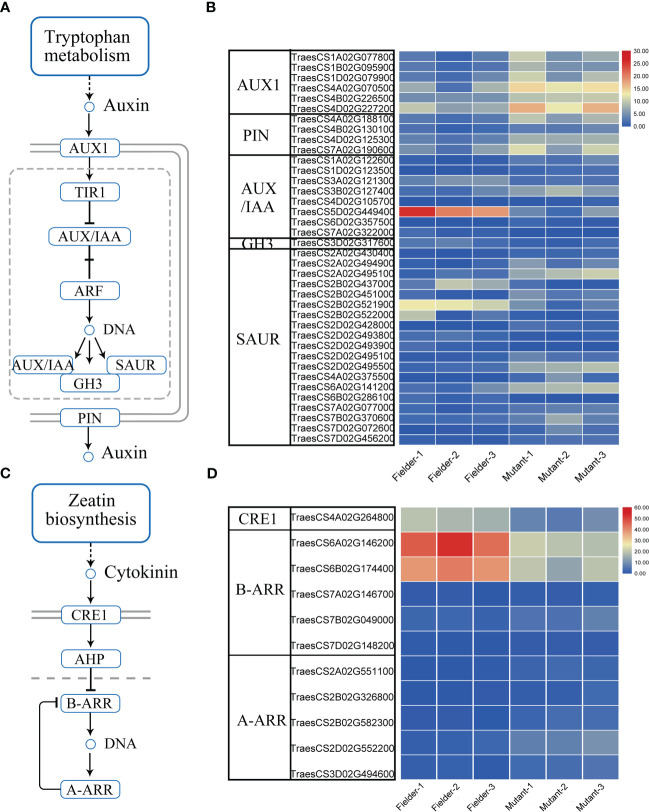
Auxin and cytokinin signaling pathways and the DEGs in these signaling pathways. **(A)** Identified auxin signaling pathway in plant. **(B)** Heat map displaying the relative expression levels of the key auxin signaling-related genes in the DEGs. **(C)** Identified cytokinin signaling pathway in plant. **(D)** Heat map displaying the relative expression levels of the key cytokinin signaling-related genes in the DEGs.

*SPL* gene family is plant-specific and encodes transcription factor. Several *SPL* genes have been identified from rice, wheat, and *Arabidopsis*, which control tillering and AMs (Jiao et al., 2010; Miura et al., 2010; Tian et al., 2014; Liu et al., 2017; Gupta et al., 2022). 

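For the genes that encode SPL homologs, listed by the paper from Table S4, the log2 fold change was above 0 in all 8, with a median of 2.60 and a range from 1.21 to 3.40. TraesCS7D02G245200 rose from 0.292 ± 0.229 to 3.21 ± 0.81 CPM (SD, n = 3 each), with a standard error of 0.65 on the log2 scale (adjusted p = 0.00174 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in each of the 6 fits that left out one library. TraesCS5A02G265900, the most abundant of the 8 in both groups, rose from 2.10 ± 1.15 to 4.93 ± 0.886 CPM (SD, n = 3 each), with a standard error of 0.41 on the log2 scale (adjusted p = 0.043 in the same edgeR test). In all, 6 of the 8 genes were called. TraesCS2B02G250900 and TraesCS7A02G246500 had adjusted p-values of 0.0594 and 0.051 in edgeR and were not called, whereas DESeq2 called all 8. The groups did not overlap for 7 of the 8 genes, where chance gives 10% of unselected genes. Adjusted over the list alone, 8 passed. Neither is independent evidence, because the study chose the genes as DEGs of these libraries. The number called fell to 1 without mutant replicate 1 and also without mutant replicate 3, to 2 without Fielder replicate 1, and to 3 without Fielder replicate 2 or mutant replicate 2.

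**Figure D2:**
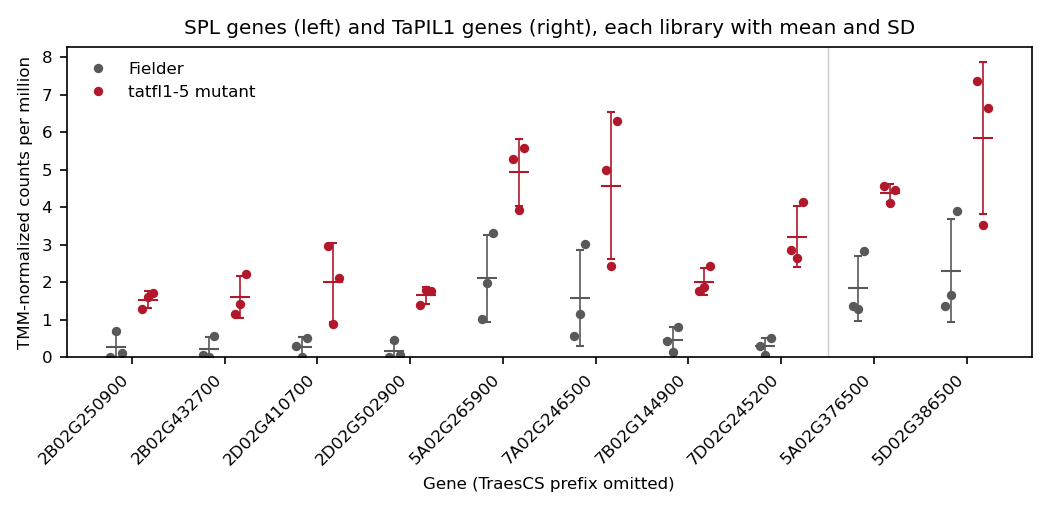
TMM-normalized CPM of the SPL genes (left) and the TaPIL1 genes (right), on a linear axis, with one point per library and the mean and SD (n = 3). The mean is higher in the mutant for each gene, and the libraries of the groups overlap for TraesCS7A02G246500 and TraesCS5D02G386500.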

Eight genes (TraesCS2B02G250900, TraesCS2B02G432700, TraesCS2D02G410700, TraesCS2D02G502900, TraesCS5A02G265900, TraesCS7A02G246500, TraesCS7B02G144900, and TraesCS7D02G245200) encoding wheat SPL homologs showed significantly increased expression in *tatfl1-5* mutant (**Table S4**). PHYTOCHROME-INTERACTING FACTOR-LIKE (PIL) family transcription factors are newly identified repressors of tillering in cereal crops (Zhang L. et al., 2022). Wheat TaPIL1 directly physically interacts with wheat TaSPL3/17, and the overexpression of *TaPIL1* reduces the wheat tiller number. 

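The TaPIL1 gene TraesCS5A02G376500 rose from 1.83 ± 0.878 to 4.38 ± 0.234 CPM (SD, n = 3 each), a log2 fold change of 1.24 with a standard error of 0.40 (adjusted p = 0.0331 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The TaPIL1 gene TraesCS5D02G386500 rose from 2.31 ± 1.38 to 5.84 ± 2.03 CPM (SD, n = 3 each), a log2 fold change of 1.32 with a standard error of 0.43 (adjusted p = 0.0334 in the same edgeR test). The groups overlapped for this gene, with 19, 26 and 67 counts in Fielder and 121, 55 and 101 in the mutant. Both genes were called, and both passed when adjusted over the list alone, which is not independent evidence because the study chose them as DEGs of these libraries.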

Our study found that wheat *TaPIL1* gene (TraesCS5A02G376500 and TraesCS5D02G386500) expression was upregulated in the *tatfl1-5* mutant (**Table S4**). These results indicated that *TaTFL1*-5s were involved in tillering by regulating the expression of *SPL* and *PIL1* in wheat.

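The calls of the TaPIL1 genes were lost in most of the 6 fits that left out one library. Such fits have fewer libraries and so less power. Over them the log2 fold changes lay between 1.03 and 1.71 for TraesCS5A02G376500 and between 1.06 and 1.93 for TraesCS5D02G386500. Neither gene was called without Fielder replicate 1, Fielder replicate 2, mutant replicate 1 or mutant replicate 3, and 1 was called without mutant replicate 2. Both had an unadjusted p-value under 0.05 in each of these fits, and their adjusted p-values reached 0.0996 for TraesCS5A02G376500 and 0.138 for TraesCS5D02G386500 in edgeR. From the higher expression of SPL and TaPIL1 genes in the mutant, beside earlier reports that SPL genes control tillering and that overexpressed TaPIL1 reduces the tiller number, the paper concludes that TaTFL1-5s take part in tillering by regulating these genes.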

## 4 Discussion

The shoot architecture of wheat is a fundamental determinant of growth and yield by influencing spikes per unit of land area and grains per spike. The tiller number per plant contributes to the formation of yield. Understanding the molecular mechanisms determining tillering is usful for crop genetic improvement. To date, only a few tillering-regulated genes have been identified in wheat. This study found that *TaTFL1-5s* participated in wheat tillering and spikelet formation. Tillers are derived from axillary bud primordium, which formed at the axil of the leaf primordium (Shang et al., 2021). Tiller development is related with two successive stages: formation of the axillary meristem and growth of the axillary buds. The spikelet is derived from the lateral spikelet meristem. Additionally, the overexpression of *TaTFL1-2D* in wheat up-regulates the spikelet number (Wang et al., 2017). Thus, *TaTFL1* were implicated in the activity regulation of both shoot axillary meristems and lateral spikelet meristems. The overexpression of *TaCol-B5* in common wheat leads to increase tillering and spikelet number (Zhang X. et al., 2022). Thus, the regulation of tillering and spikelet formation shares some similar molecular mechanism.

FT and TFL1 physically interact with FD *via* 14-3-3 proteins, and hence are implicated in transcriptional regulation (Zhu et al., 2020). It has been found that FT is a transcriptional co-activator while TFL1 act as a co-repressor. FT and TFL1 play opposite roles depending on their competition bounding of FD. This study identified 4,394 upregulated genes in the axillary buds of the *tatfl1-5* mutant, which was much more than the downregulated ones, indicating that TFL1 served as a repressor in gene expression regulation. 

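Of the genes called in the deposited counts, 58.1% were higher in the mutant (95% Wilson confidence interval from 57.0% to 59.3%, which covers counting error only). Scaling by library size alone moved this share most towards equality, with 3762 genes called higher and 3622 lower, or 50.9% higher. At an adjusted p-value under 0.05 without a limit on the fold change, 7215 genes were higher and 6613 lower, and scaling by library size alone turned this balance to 6469 higher and 7749 lower. When the tested genes were divided by length into 3 groups of equal size, the share was 66.4% in the group of shortest genes, 59.0% in the middle group and 46.5% in the group of longest genes. With the trend of each library with gene length removed, an alternative chosen after seeing the data, these shares were 53.1%, 54.7% and 55.4%. In that fit 54.3% of all calls were higher. From the larger number of upregulated than downregulated genes, beside earlier reports of TFL1 as a co-repressor, the paper concludes that TFL1 represses gene expression.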

Our analysis revealed that the genes associated with DNA replication, nucleosome assembly, protein folding, chromatin organization, and hormone signaling were significantly enriched in the DEGs of the axillary buds during wheat tillering. Barley *HvCEN* is the homolog of *TFL1*. The *hvcen* mutant of barley showed a reduction in spikelet number per spike (Bi et al., 2019). The main shoot apex transcriptome analysis revealed that the genes with functions in chromatin remodeling activities and cytokinin signaling were enriched (Bi et al., 2019). These results indicated that a similar molecular mechanism was adopted by TFL1 to regulate tillering and spikelet formation. In the DEGs of the *tatfl1-5* mutant, the genes related to auxin signaling and cytokinin signaling were enriched. For example, the polar auxin transport-related genes and auxin-regulated genes all showed changes in expression. Additionally, the expression of the cytokinin receptor gene *CRE1* homolog and a large number of *ARR* genes was changed in the *tatfl1-5* mutant. During AM outgrowth, auxin and cytokinin play opposite functions. That is to say, auxin has inhibition roles, whereas cytokinins enhancing bud formation (Wang Y. et al., 2014). Thus, TFL1 may be involved in both auxin signaling and cytokinin signaling in regulating wheat tillering.

*TFL1* plays negative role in controlling *Arabidopsis* flowering time and regulates inflorescence architecture (Simon et al., 1996). Additionally, *LpTFL1* in ryegrass, *RCN*s in rice, *ZEA CENTRORADIALISs* (*TFL1* homologs in maize) and *HvCEN* in barley also play similar roles (Jensen et al., 2001; Nakagawa et al., 2002; Danilevskaya et al., 2010; Bi et al., 2019). In this study, we found that the heading time of the *tatfl1-5* mutant was earlier than that of the Fielder and the number of the tiller and spikelet decreased compared with the control, indicating the roles of *TFL1* are conserved in controlling flowering time and shoot architecture. In wheat, lots of genes identified in controlling flowering time are implicated in the regulation of the number of the tiller and spikelet, such as *TaCol-B5*, *FT-B2*, *AGAMOUS-LIKE6*, *VERNALIZATION 1*, *SHORT VEGETATIVE PHASEs*, and *WHEAT ORTHOLOG OF APO1* (Li et al., 2019; Gauley and Boden, 2021; Li et al., 2021; Kong et al., 2022; Kuzay et al., 2022; Zhang X. et al., 2022). The changes of flowering time might result from the alteration of the transition time from the vegetative apical meristem to the reproductive apical meristem in wheat development, which leads to the changes of the differentiation duration of tiller and spikelet, as suggested in *Arabidopsis* (Hanano and Goto, 2011).

## Data availability statement

The data presented in the study are deposited in the in Gene Expression Omnibus datasets at National Center for Biotechnology Information, accession number GSE218387.

## Author contributions

XZ and X-QG designed the project. JS, XB, XC, and NW conducted the experiments. X-QG wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Genome-edited TaTFL1-5 mutation decreases tiller and spikelet numbers in common wheat
**Source:** Front Plant Sci. 2023 Feb 21;14:1142779. doi: 10.3389/fpls.2023.1142779
**Supplement:** Supplementary file 1

**Supplemental Figures**

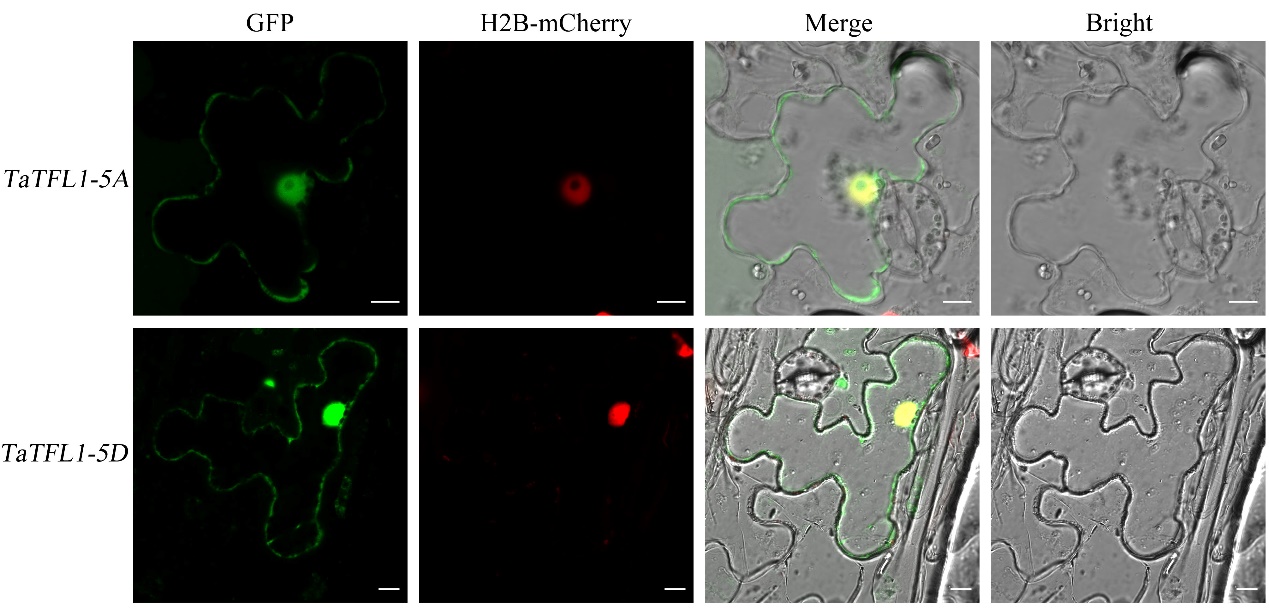

**Supplementary Figure S1 Co-localization of TaTFL1-5s with H2B-mCherry visualized using transient expression of 35S::*TaTFL1-5s-GFP* and 35S::*H2B-mCherry* in tobacco leaves.**

The co-localization signal was tested at 30 h after infection. Bars, 10 µm.

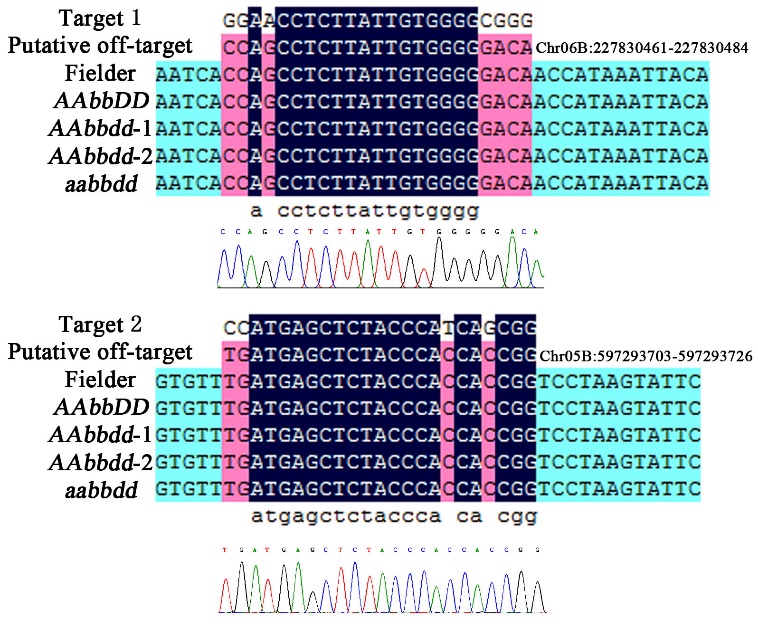

**Supplementary Figure S2 Analysis of the potential off-target sites for *TaTFL1-5* editing.**

The target sequences, the putative off-target sequences and the sequenced genomic sequences in the Fielder and the mutant lines were listed. The sequence alignment was performed using software DNAMAN 8. The lower panel of each image is the sequencing result of genome showed by software Chromas 2.5.

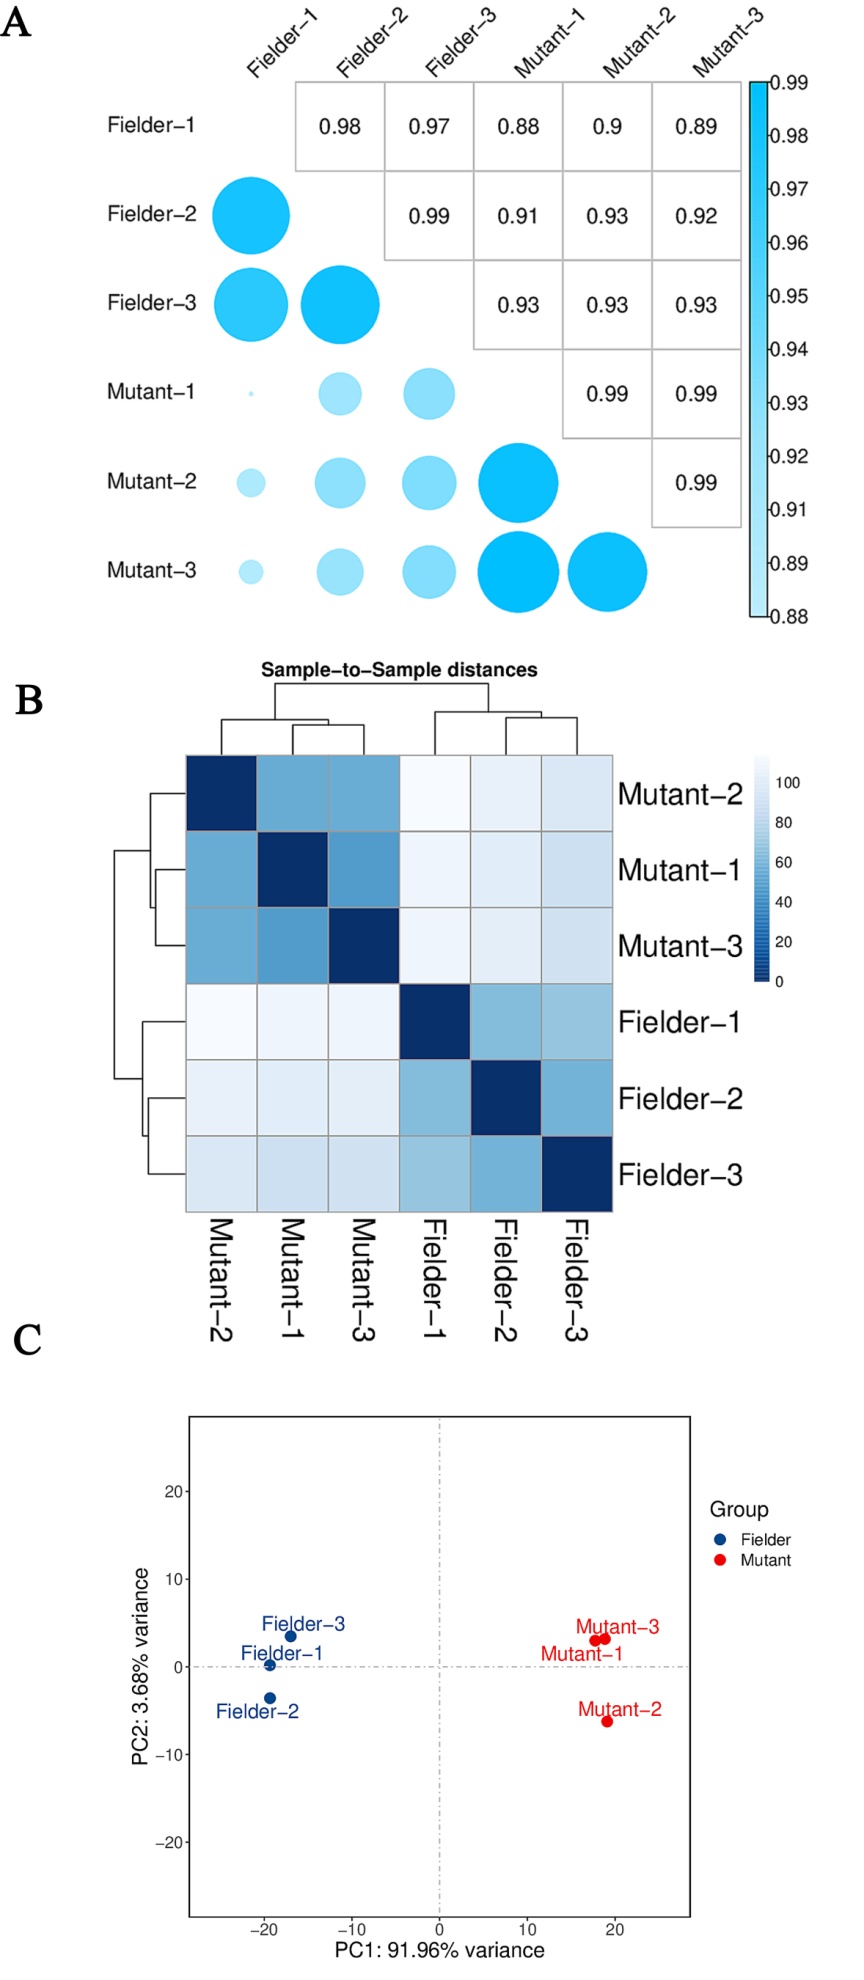

**Supplementary Figure S3 Correlation coefficients, clustering analysis and principle component analysis of the RNA-seq samples.**

A Heat map of the correlation coefficients between the samples.

B Heat map of the sample clustering analysis for checking batch effects and their similarity.

C Principle component analysis for gene expression pattern.

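Principal components were computed from log2 CPM of the 500 most variable tested genes, centred and not scaled. The first component held 85.1% of the variance and separated the groups, with Fielder replicates 1, 2 and 3 at -48.9, -44.2 and -38.2 and mutant replicates 1, 2 and 3 at 42.9, 43.8 and 44.6. The second component held 5.32% and placed Fielder replicates 1 and 2 farthest apart, at -19.4 and 17.7. Over all tested genes, the alternative that moved it most, the first component held 57.3%.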

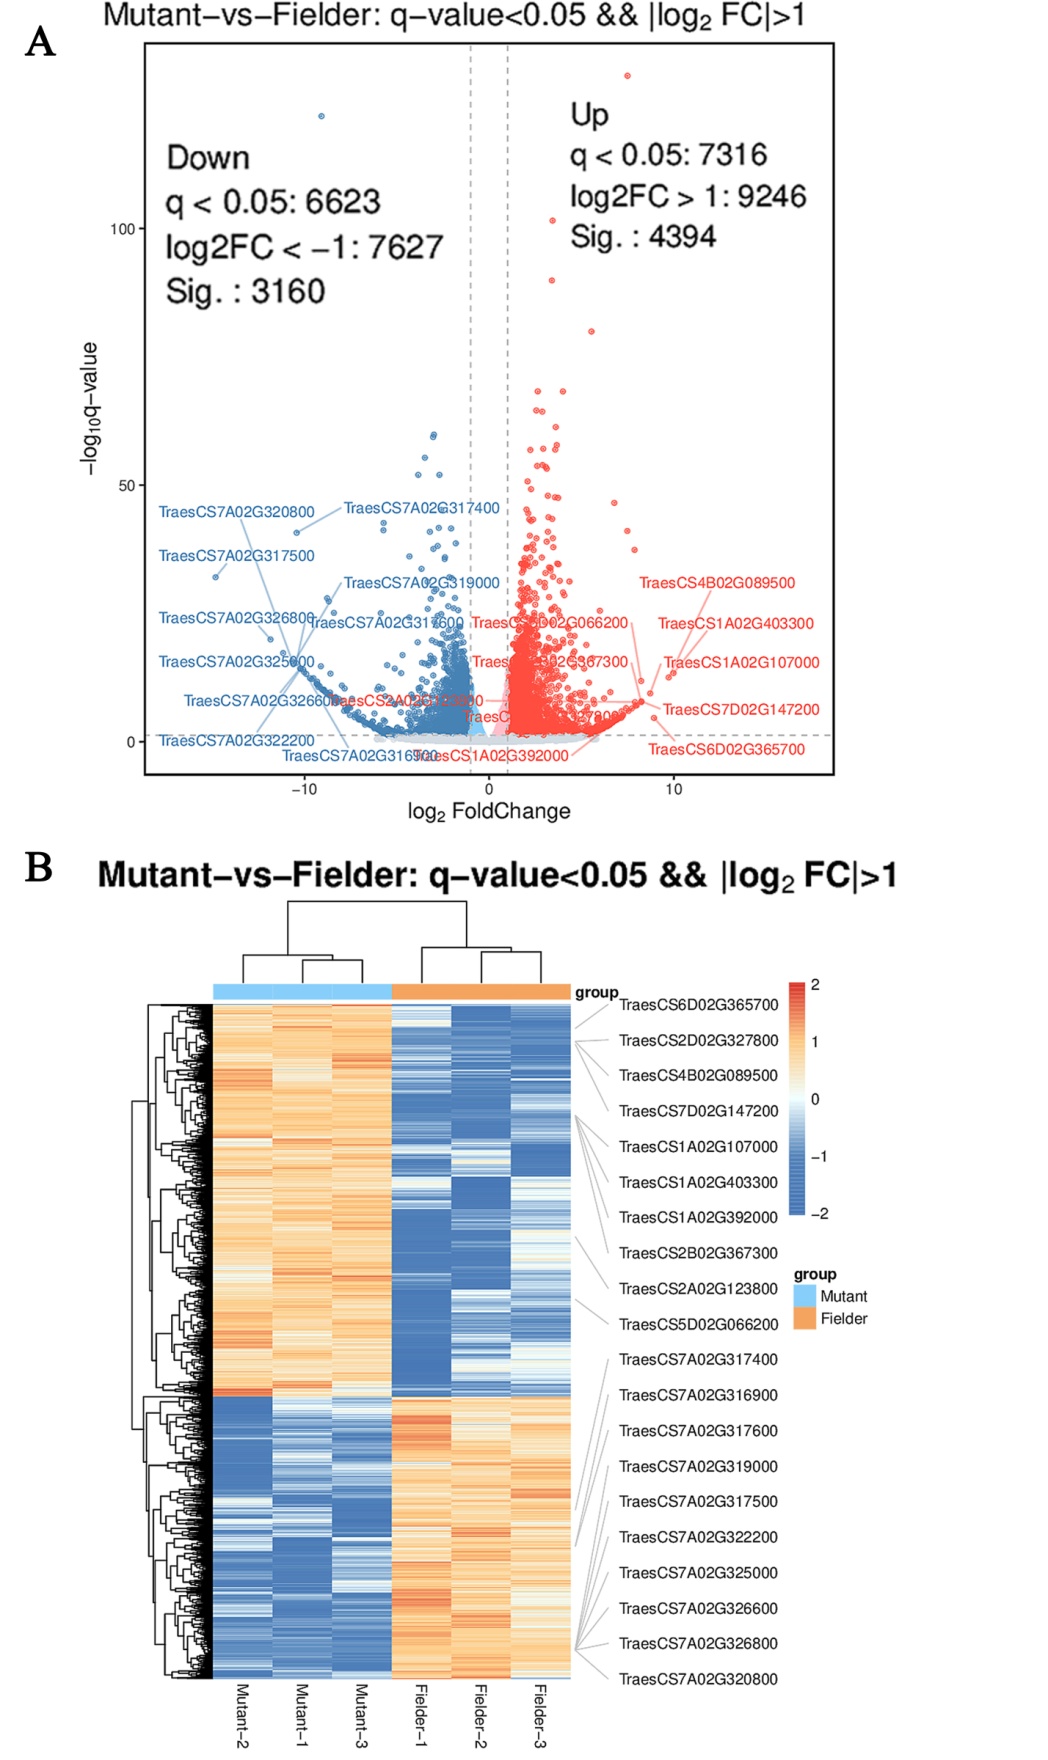

**Supplementary Figure S4 Analysis of the DEGs of the RNA-seq.**

A Volcano map of the DEGs. The red and blue dots represent upregulated and downregulated DEGs, respectively. The horizontal axis represents the log-ratio (gene expression fold change) and the vertical axis represents the probability for each gene of being differentially expressed.

B Cluster heat map of the DEGs.

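The 10 downregulated genes labelled in the volcano map of Figure S4 all lie on chromosome 7A. They belong to a run of 56 consecutive tested genes, in the order of the identifiers from TraesCS7A02G316900 to TraesCS7A02G327700, that were all called lower in the mutant. The fullest window of 20 consecutive tested genes held 20 lower calls, whereas the most in any of 10000 shuffles of the calls was 10 (permutation p = 0.0001, one-sided, the smallest these shuffles can give). Over the 77 listed genes of this span, the counts summed to 16244, 18946 and 22796 in Fielder replicates 1, 2 and 3 and to 22, 21 and 21 in mutant replicates 1, 2 and 3. In 52 of the 56 genes, every mutant library had at most 3 counts. TraesCS7A02G327700, the last gene of the run, had 116, 144 and 164 counts in Fielder and 0 in every mutant library, and was at least 47.4-fold lower. The listed gene before the run, TraesCS7A02G316800, had 682, 1220 and 1738 counts in Fielder and 1976, 2032 and 1959 in the mutant. The next tested gene after it, TraesCS7A02G328000, had 100, 132 and 93 counts in Fielder and 62, 59 and 58 in the mutant. Both were named after their values were seen. The window count was planned after seeing the labels of the volcano map, which come from the same libraries.

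**Figure D3:**
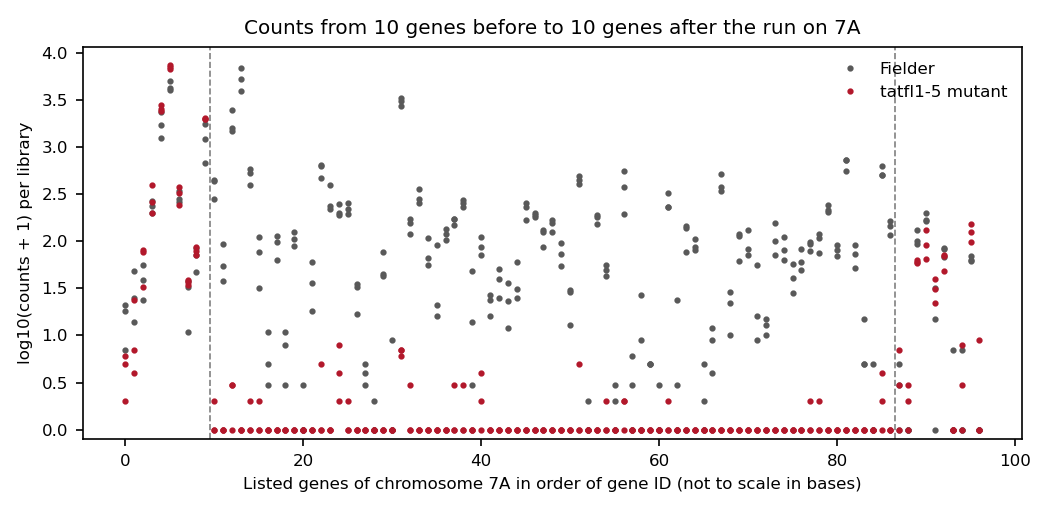
Counts of the listed genes of chromosome 7A in the order of their identifiers, from 10 genes before to 10 genes after the run, as log10(counts + 1); each point is one gene in one of the 3 Fielder or 3 mutant libraries, and dashed lines mark the edges of the run. Between the edges the mutant points lie at or near 0, and 37 of the 56 tested genes had 0 counts in every mutant library.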

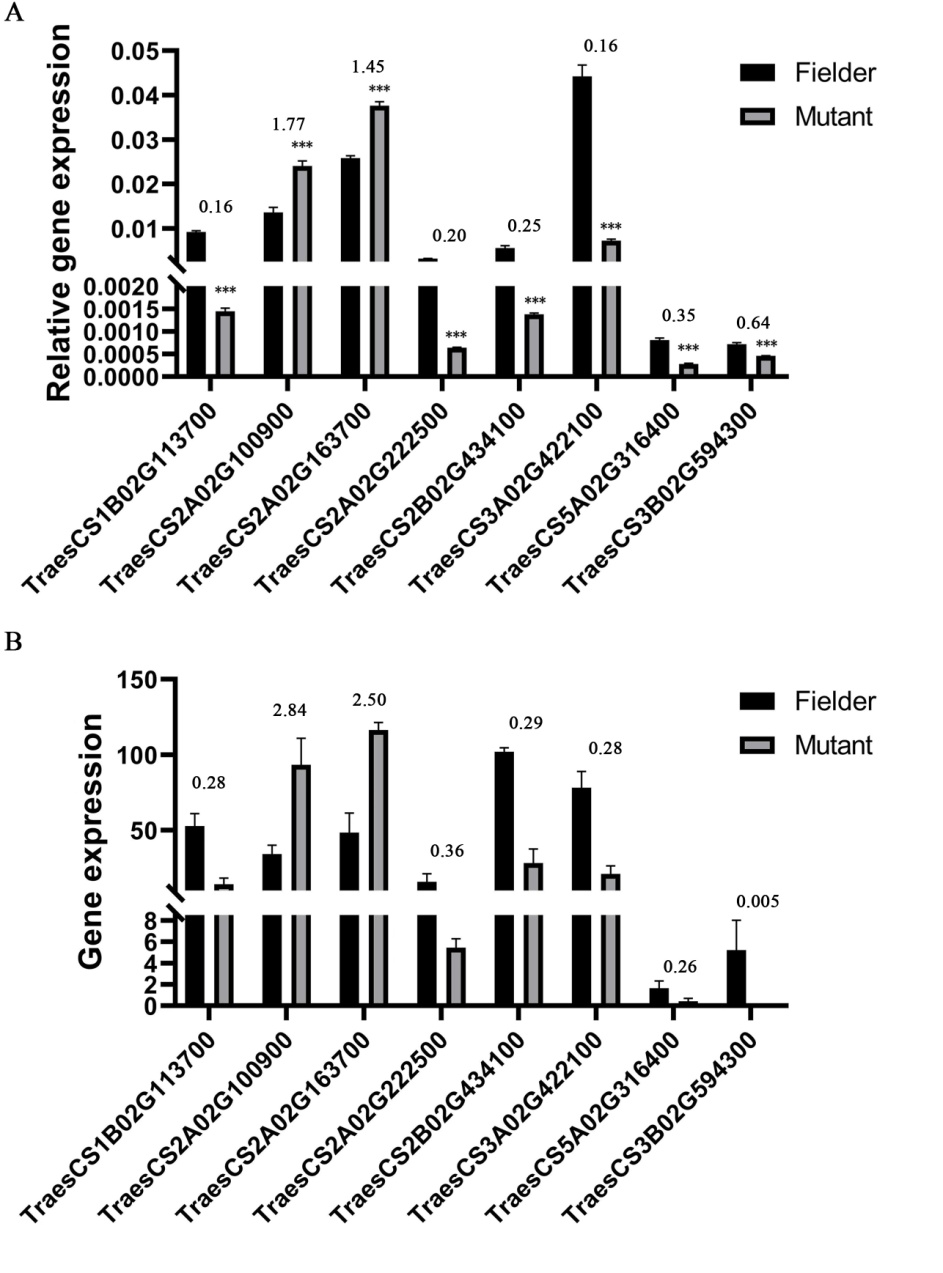

**Supplementary Figure S5 qRT-PCR analysis of the expression of the selected DEGs.**

A Relative gene expression levels analyzed by qRT-PCR. Error bars indicate standard errors of three biological replicates. Asterisks indicate a significant difference from the control value (***, *P* < 0.01; Student's *t*-test). The error bars indicate the standard deviation of triplicate values. The numbers above the columns are the values of fold-change of gene expression.

B Relative gene expression levels analyzed by RNA-seq. The error bars indicate the standard deviation of triplicate values. The numbers above the columns are the values of fold-change of gene expression.

# Supplementary material for: Genome-edited TaTFL1-5 mutation decreases tiller and spikelet numbers in common wheat
**Source:** Front Plant Sci. 2023 Feb 21;14:1142779. doi: 10.3389/fpls.2023.1142779
**Supplement:** Supplementary file 2

**Table S1 Primers used in this study.**

# Supplementary material for: Genome-edited TaTFL1-5 mutation decreases tiller and spikelet numbers in common wheat
**Source:** Front Plant Sci. 2023 Feb 21;14:1142779. doi: 10.3389/fpls.2023.1142779
**Supplement:** Supplementary file 3

Table S2 Gene names used for the phylogenetic tree construction.

| **Species** | **Gene name** | **Gene ID** |
| --- | --- | --- |
| [*Arabidopsis thaliana*](http://plants.ensembl.org/Arabidopsis_thaliana/Info/Index) | *AtTFL1* | [AT5G03840](https://www.arabidopsis.org/servlets/TairObject?id=131459&type=locus) |
| *Hordeum vulgare* | *HvTFL1* | HORVU5Hr1G042230.3 |
| *Hordeum vulgare* | *HvTFL1a* | HORVU2Hr1G072750.1 |
| *Hordeum vulgare* | *HvTFL1b* | HORVU4Hr1G078770.1 |
| *Triticum aestivum* | *TaTFL1-U* | TraesCSU02G202000.1 |
| *Triticum aestivum* | *TaTFL1-2B* | TraesCS2B02G310700.1 |
| *Triticum aestivum* | *TaTFL1-2D* | TraesCS2D02G292000.1 |
| *Triticum aestivum* | *TaTFL1-4A* | TraesCS4A02G409200.1 |
| *Triticum aestivum* | *TaTFL1-4B* | TraesCS4B02G307600.1 |
| *Triticum aestivum* | *TaTFL1-4D* | TraesCS4D02G305800.1 |
| *Triticum aestivum* | *TaTFL1-5A* | TraesCS5A02G128600.1 |
| *Triticum aestivum* | *TaTFL1-5B* | TraesCS5B02G127600.1 |
| *Triticum aestivum* | *TaTFL1-5D* | TraesCS5D02G136300.1 |
| *Oryza sativa* Japonica Group | *RCN1* | Os11t0152500-01 |
| *Oryza sativa* Japonica Group | *RCN2* | Os02t0531600-01 |
| *Oryza sativa* Japonica Group | *RCN3* | Os12t0152000-00 |
| *Oryza sativa* Japonica Group | *RCN4* | Os04t0411400-01 |
| [*Zea mays*](http://plants.ensembl.org/Zea_mays/Info/Index) | *ZmZCN1* | Zm00001d044705_T001 |
| [*Zea mays*](http://plants.ensembl.org/Zea_mays/Info/Index) | *ZmZCN2* | Zm00001d050649_T001 |
| [*Zea mays*](http://plants.ensembl.org/Zea_mays/Info/Index) | *ZmZCN3* | Zm00001d023420_T001 |
| [*Zea mays*](http://plants.ensembl.org/Zea_mays/Info/Index) | *ZmZCN4* | Zm00001d003804_T001 |
| [*Zea mays*](http://plants.ensembl.org/Zea_mays/Info/Index) | *ZmZCN5* | Zm00001d025346_T001 |
| [*Zea mays*](http://plants.ensembl.org/Zea_mays/Info/Index) | *ZmZCN6* | Zm00001d052537_T001 |
| *Solanum lycopersicum* | *SlSP9D* | Solyc09g009560.2.1 |
| *Solanum lycopersicum* | *SlSP* | Solyc06g074350.3.1 |
| *Nicotiana attenuata* | *NaTFL1a* | A4A49_33592 |
| *Nicotiana attenuata* | *NaTFL1b* | A4A49_11462 |
| *Gossypium raimondii* | *GrTFL1a* | B456_006G155800 |
| *Gossypium raimondii* | *GrTFL1b* | B456_009G403800 |
| *Medicago truncatula* | *MtTFL1a* | MTR_1g060190 |
| *Medicago truncatula* | *MtTFL1b* | MTR_7g104460 |

# Supplementary material for: Genome-edited TaTFL1-5 mutation decreases tiller and spikelet numbers in common wheat
**Source:** Front Plant Sci. 2023 Feb 21;14:1142779. doi: 10.3389/fpls.2023.1142779
**Supplement:** Supplementary file 4

**Table S3 Sequencing data before and after quality assessment and data filtering.**

| Sample | Raw Reads | Clean Reads | Matched with reference genomes |
| --- | --- | --- | --- |
| Fielder-1 | 40570382 | 38898378 | 95.88% |
| Fielder-2 | 44066920 | 42387096 | 96.19% |
| Fielder-3 | 48768926 | 46797592 | 95.96% |
| Mutant-1 | 46400808 | 44546165 | 96.00% |
| Mutant-2 | 42764121 | 42764121 | 95.76% |
| Mutant-3 | 44183007 | 44183007 | 95.91% |

How the deposited data were processed for this re-analysis (not part of the article)

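RNA of axillary buds from Fielder and the tatfl1-5 mutant (aabbdd), with 3 replicates each, was sequenced in 6 libraries, and the sample labels gave the genotype and the replicate number. The authors mapped clean reads to the wheat genome and genes of Ensembl Plants and deposited the raw count of each of 70043 listed genes in each library, without normalization or pooling of replicates. The authors also deposited FPKM values, which they made by normalizing these counts per kilobase of gene length and to the library's own total of counts. This was inferred because a gene's counts and FPKM values imply one whole-number length across the libraries in which it had counts. Libraries with 0 counts for a gene imply no length. The aligner, the counter and their versions are not named in the paper's text. Of the gene identifiers, 0 matched the reference gene names at hand, so no positions in bases are given.

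Mutant and Fielder were compared with edgeR 4.0.16 in R 4.3.3, with the filterByExpr filter on low counts, TMM normalization and the quasi-likelihood test over all 6 libraries, without covariates. The p-values were adjusted by the Benjamini-Hochberg method over the 52228 tested genes. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Correlations between libraries used log2(FPKM + 1) over the listed genes, and principal components used log2 CPM with a prior count of 2. Calls along a chromosome were counted in windows of 20 consecutive tested genes, in the order of the identifiers, against 10000 shuffles of the calls. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

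Library totals lay between 13320461 and 17174131 counts, with a median of 15178115 in Fielder and 16199306 in the mutant, so that 1 count was worth between 0.0581 and 0.0723 CPM. A fold change against a group in which every library had at most 3 counts is given as a limit.

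The genes named were chosen by a rule set before the data were examined. They were each gene that the paper names in its text, Table S2 (wheat genes), Figure 6, the volcano map of Figure S4 and Figure S5. To these were added the 5 called genes with the largest rise and the 5 with the largest fall, among those with at least 10 counts in every library of the higher group and without overlap between the groups, and the first and last called gene of a cluster along a chromosome. The genes beside the run on 7A were added after their values were seen.

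The alternatives set before the data were examined were RLE size factors, library size alone, DESeq2 1.42.0, no filter on low counts, a minimum of 10 counts in every library, the edgeR test against the 2-fold threshold, limma-trend (limma 3.58.1) on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, and leaving out each library in turn. Added after seeing the data were the removal of the trend of each library with gene length, as an offset in the edgeR fit, and the counts of calls without the run on 7A. The window count was planned after seeing the labels of Figure S4 and before the deposited values.

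The tests were tried on simulated counts for 52228 genes, of which 200 were changed by a log2 fold change of 2. The changed genes were drawn only from genes above a limit on the mean count. The recovered shares therefore do not cover genes with few counts. The edgeR test recovered 197 of them (98.5%) with 13 false calls, the edgeR test against the 2-fold threshold 144 with 1 false call, and DESeq2 197 with 25 false calls.

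Sets of genes by description were not tested, because no table at hand pairs all tested genes with descriptions. The part of Table S4 that was read holds 1078 of the paper's 7554 DEGs. TaTFL1-5D was not analysed here, nor were the qRT-PCR, phenotype, localization and DNA sequencing experiments of the paper.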

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

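The tests of the run on 7A below, and the limits used in them, were chosen after the run had been seen, except for the window count.

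A run of 56 consecutive tested genes on chromosome 7A, nearly all outside the genes that the paper discusses, had next to no counts in the mutant, far below the level in Fielder. It holds 1.87% of the lower calls, but 45 of the 50 lower calls with the largest fitted fall. It also holds 1 gene of Figure 6, the AUX/IAA gene TraesCS7A02G322000. Among the 20 tested genes on either side, 0 were called lower, with 1 lower at an unadjusted p-value under 0.05 before the run and 4 after it. Their median log2 fold changes were 0.47 before and 0.07 after the run. In all, 109 listed genes had at least 10 counts in every Fielder library and at most 3 in every mutant library, of which 52 were in the run, 4 elsewhere on 7A and at most 8 on any other chromosome (3B). In the opposite direction there were 96 such genes, with at most 9 on one chromosome (2D).

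Several technical explanations are argued against. If the order of the calls were due to chance, shuffled calls would give a window as full, and none of 10000 shuffles did (permutation p = 0.0001, the smallest they can give). Few counts or lower depth would need low counts in Fielder, but the median over the run of the mean Fielder count was 110.3. One mislabelled or failed mutant library would leave the reads in another, but the most that a mutant library kept of the Fielder CPM over the span was 0.111%. Sequence differences from the reference would leave part of the reads on some genes, but the most that a gene of the run kept was 1.73%. Reads shared with copies on the B and D subgenomes were not tested.

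A candidate explanation is the loss of this segment of 7A in the mutant plants. It needs the genes too low to be tested to lack reads too, and all 21 untested genes of the span had at most 3 counts in every mutant library, with 0 counts in the mutant libraries and 425 in the Fielder libraries when summed. Silencing or shared regulation of neighbouring genes cannot be told apart from it, because RNA counts show the same in both cases, with 37 of the 56 genes at 0 counts in every mutant library, and DNA of this span was not analysed here. The mutant genotype itself stays open as a cause too. How the run arose, and whether it is present in other lines, was not tested.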

How the results depend on the processing

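The alternatives were set before the data were examined, apart from the removal of the gene length trend and the counts without the run on 7A, which were chosen after seeing the data.

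The total of 7172 called genes stayed within 1.5 times under each alternative except the test against the 2-fold threshold, which gave 1396 (902 higher and 494 lower), by its construction. With limma-trend on log2(FPKM + 1), the genes called higher fell to 2728. In that fit 13716 genes had an adjusted p-value under 0.05, against 13828 in the main fit. Only 2819 had a log2 fold change above 1, against 5917 in the main fit and 5541 with limma-trend on log2(FPKM + 0.1). Adding 1 shrinks the fold changes of genes with low FPKM by construction, so the fall lay in the limit on the fold change. Across the 6 fits that each left out one library, the total ranged from 6173 to 8330, the higher calls from 3460 to 5054 and the lower calls from 2615 to 3276.

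The share of calls that were higher, 58.1%, moved out of its confidence interval to 50.9% with library size alone, 64.6% in the test against the 2-fold threshold, 56.5% with limma-trend on log2(FPKM + 1), 53.1% with limma-trend on log2(FPKM + 0.1), 59.5% with the replicate block and 54.3% with the gene length trend removed. When one library was left out it ranged from 56.1% to 60.7%. It was above 50% under each of these, but this rests on the limit on the fold change. At an adjusted p-value under 0.05 without that limit, 7215 genes were higher and 6613 lower. The balance was opposite with library size alone (6469 higher and 7749 lower), with limma-trend on log2(FPKM + 1) (6639 and 7077) and with limma-trend on log2(FPKM + 0.1) (6216 and 6721). These settings all scale to the library's own total, so they are not separate evidence. A change of scaling also shifts all genes alike and so moves this balance by construction. The median log2 fold change was 0.005 in the main fit, and -0.060, -0.038 and -0.046 under these settings. Otherwise, why the values moved was not tested, apart from gene length. The replicate numbers do not pair the libraries, since the deviations of Fielder and mutant libraries with the same number correlated across genes at -0.0237, 0.0505 and 0.0094.

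Of the gene lists, the 32 called auxin genes fell to 15 and the 11 called cytokinin genes to 6 with a minimum of 10 counts in every library, which tests fewer genes, and to 4 and 3 in the test against the 2-fold threshold. They ranged from 19 to 29 and from 7 to 10 when one library was left out. Of the SPL genes, only TraesCS5A02G265900 met the minimum of 10 counts in every library, and it was called there. The 6 called SPL genes fell to 1 in the test against the 2-fold threshold and 2 with limma-trend on log2(FPKM + 1). They ranged from 1 to 6 when one library was left out. Of the 2 TaPIL1 genes, 0 were called in the test against the 2-fold threshold, with 0 at an unadjusted p-value under 0.05, and 0 with limma-trend on log2(FPKM + 1), with 2 at an unadjusted p-value under 0.05. With limma-trend on log2(FPKM + 0.1), 1 was called, and from 0 to 2 when one library was left out. The 7 called qRT-PCR genes fell to 4 in the test against the 2-fold threshold and ranged from 7 to 8 when one library was left out. TaTFL1-5A and TaTFL1-5B stayed lower in the mutant and were not called under the alternatives that tested them.

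Of the 92 named genes tested, 38 kept their call under each alternative that tested them. Over all alternatives, 1199 values kept their direction and call, 187 were weaker, 28 stronger and 4 reversed. The reversed values belong to the TraesCS4A02G409200 log2 fold change, which was 0.01 for this gene of Table S2. It was -0.0450 with library size alone and -0.0533 with the gene length trend removed, and ranged from -0.534 without Fielder replicate 1, over -0.186 without mutant replicate 1, to 0.471 without Fielder replicate 2.

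The lowest correlation within a group, 0.962, was 0.974 on FPKM without the logarithm, 0.948 as a Spearman correlation, 0.947 over the genes that pass filterByExpr and 0.936 on log2(FPKM + 0.1). The highest between the groups, 0.946, was 0.932, 0.932, 0.920 and 0.929 under these settings, below the lowest within a group in each. The first principal component held 57.3% of the variance over all tested genes and 92.1% with DESeq2's variance-stabilized counts. The cause of these shifts was not tested. The fullest window of lower calls lay in the run on 7A with windows of 10 and of 50 genes and with DESeq2 calls, whereas that of higher calls moved from 7D to 6B with windows of 50 genes. The planned tests of gene sets by description were not run.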

Differences from the paper's values

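The paper's numbers of upregulated, downregulated and total DEGs were within 1.5 times the counts given here.

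Of the tested genes, 5917 had a log2 fold change above 1 and 4344 below -1, against the paper's about 9200 and about 7600 in Figure S4, read by eye. Among the alternatives set before the data were examined, both counts were within 1.5 times the paper's with DESeq2, which the paper names (11526 and 9561), with no filter on low counts (12818 and 10070), without Fielder replicate 3 (7808 and 5236), without mutant replicate 1 (6302 and 5294) and without mutant replicate 3 (6288 and 5319). Only the count above 1 was within 1.5 times the paper's with the replicate block (6440), without Fielder replicate 1 (6164), without Fielder replicate 2 (6641) and without mutant replicate 2 (6389). RLE size factors, library size alone, the minimum of 10 counts, the test against the 2-fold threshold and both limma-trend fits closed neither gap.

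The lowest correlation within a group was 0.962 against the paper's about 0.97 in Figure S3, the highest between the groups 0.946 against the paper's about 0.93, and the lowest between the groups 0.911 against the paper's about 0.88, all read by eye. On FPKM without the logarithm they were 0.974, 0.932 and 0.883, which fall within the paper's values. The Spearman correlation (0.932) and log2(FPKM + 0.1) (0.929) closed the gap only for the highest between the groups, and the genes that pass filterByExpr closed none.

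The paper states that the expression of all 8 SPL genes increased significantly. TraesCS2B02G250900 (adjusted p = 0.0594 in edgeR) and TraesCS7A02G246500 (adjusted p = 0.051 in edgeR) were not called. Both were called with DESeq2, with no filter on low counts and with the replicate block. The first was also called with limma-trend on log2(FPKM + 0.1) and without Fielder replicate 2, and the second with RLE size factors, without Fielder replicate 3 and without mutant replicate 2.

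The paper shows the 38 auxin genes of Figure 6B as DEGs. Here 5 of them had too few counts to be tested, and DESeq2 called all 38. TraesCS7A02G077000 (adjusted p = 0.0505 in edgeR) was not called, but was called with RLE size factors, DESeq2, no filter on low counts, both limma-trend fits, the replicate block, and without Fielder replicate 1 or Fielder replicate 3.

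The paper chose the 8 genes of Figure S5 as DEGs. TraesCS5A02G316400 (adjusted p = 0.0599 in edgeR) was not called, but was called with library size alone, DESeq2, no filter on low counts, limma-trend on log2(FPKM + 0.1), the replicate block and without Fielder replicate 1, and also with the gene length trend removed, which was chosen after seeing the values.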

Other observations

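The removal of the gene length trend, the share without the run on 7A and the correlation among the Fielder libraries were tests chosen after the results they bear on, or part of them, had been seen.

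The split of the 6 libraries by genotype was 1 of the 10 splits into 3 and 3 with as many called genes. The other splits gave 0 calls, with between 536 and 1337 genes at an unadjusted p-value under 0.05, against 20002 for the split by genotype. With 3 libraries against 3, the share of splits with as many calls cannot fall below 0.1. Each other split mixes Fielder and mutant libraries in both groups. Few calls there follow by construction and give no baseline for chance.

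The calls that were higher in the mutant were concentrated among short genes. Of the 3 groups of tested genes by length, the shortest had 1790 higher and 907 lower calls, and the longest 967 higher and 1113 lower. A trend with gene length that differs between single libraries may contribute. If it did, libraries of one group would differ by length as much as libraries of different groups, and the largest absolute Spearman correlation with length across genes within a group was 0.262, for the ratio of Fielder replicates 3 and 1, against at most 0.206 between the groups. This held among the Fielder libraries only, whose pairs had correlations of -0.113, -0.188 and -0.262, whereas the 3 pairs of mutant libraries had -0.0096, -0.0261 and -0.0373. Between the groups the correlations lay between -0.0228 and -0.0407 with Fielder replicate 3 and between -0.126 and -0.206 with Fielder replicates 1 and 2. A shift of all genes by length is also open, since among genes that were not called, the median log2 fold change of the shortest group exceeded that of the longest by 0.212. A change of short and long genes in the mutant itself was not tested.

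More genes were called higher than lower at the limit on the fold change. Gene length bias may be a cause, because the excess was absent from the group of longest genes, where 46.5% of the calls were higher, as such a bias requires. This test was chosen first. A second test, the removal of the length trend, was chosen after that value was seen, and it left 54.3% of the calls higher (3854 higher and 3245 lower), which argues against the length trend as the whole cause. In that fit the share was 53.1% in the group of shortest genes, 54.7% in the middle group and 55.4% in the group of longest genes, and 3710 of the higher and 2780 of the lower calls remained. Library depth is argued against, since thinning each library to the smallest total left 58.1% higher. Leaving out the run on 7A, which holds only lower calls, can only raise the share (to 58.6%), and so decides nothing. The scaling stays open, with 50.9% under library size alone and more lower than higher genes there when the limit on the fold change is left out, as does an effect of the mutant genotype.

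The Fielder libraries may differ from each other along the direction that separates the groups. Across tested genes, which are not independent replicates, the difference between Fielder replicates 3 and 1 correlated at 0.178 with the difference between the mutant libraries and Fielder replicate 2, which shares no library with it. Library depth is argued against, since the correlation was 0.182 with each library thinned to the smallest total. Gene length is argued against by the test chosen first, since the correlation was at least 0.137 within each of the 3 groups of genes by length. The removal of the length trend, chosen after the first test, left 0.152 and argues against length as the whole cause. Between Fielder replicates 2 and 1 the corresponding value was 0.0385, between Fielder replicates 3 and 2 it was 0.150, and among the mutant libraries it ranged from 0.0038 to 0.0115, so that the pattern rests on Fielder replicate 3. A difference in the age or stage of the buds was not tested.

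Other calls also clustered. Beside the run on 7A, a window of 20 consecutive tested genes on chromosome 7D held 11 lower calls, against at most 10 in any of the shuffles, and another on 7A held 10, which is no more than that. On chromosome 7D, 14 of 20 consecutive tested genes, from TraesCS7D02G087500 to TraesCS7D02G091500, were called higher, against at most 12 in any of 10000 shuffles (permutation p = 0.0001, one-sided, the smallest they can give). The fullest window of higher calls also lay there with windows of 10 genes (9, against at most 8 in any shuffle) and with DESeq2 calls (14, against at most 12). With windows of 50 genes it lay on chromosome 6B instead (19, against at most 18), where a window of 20 genes held 13 higher calls. No explanation of these clusters was tested.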
